# An optimized cocktail of small molecule inhibitors promotes the maturation of dendritic cells in GM-CSF mouse bone marrow culture

**DOI:** 10.3389/fimmu.2023.1264609

**Published:** 2023-10-13

**Authors:** Shintaro Matsuba, Hiroki Ura, Fumiji Saito, Chie Ogasawara, Shigetaka Shimodaira, Yo Niida, Nobuyuki Onai

**Keywords:** dendritic cells, small molecule inhibitor, cytokine production, mixed lymphoid reaction, immunotherapy

## Abstract

Dendritic cells (DCs) are the most potent antigen-presenting cells, playing an essential role in the pathogen and tumor recognition, and anti-tumor immunity, and linking both the innate and adaptive immunity. The monocyte-derived DCs generated by ex vivo culture, have been used for cancer immunotherapy to eliminate tumor; however, the clinical efficacies are not sufficient, and further improvement is essential. In this study, we established a method to generate DCs using small molecule compounds for cancer immunotherapy. We observed an increase in the percentage of CD11c^+^I-A/I-E^high^ cells, representing DCs, by adding four small molecular inhibitors: Y27632, PD0325901, PD173074, and PD98059 (abbreviated as YPPP), in mouse bone marrow (BM) culture with granulocyte-macrophage colony stimulating factor (GM-CSF). BM-derived DCs cultured with YPPP (YPPP-DCs) showed high responsiveness to lipopolysaccharide stimulation, resulting in increased interleukin (IL) -12 production and enhanced proliferation activity when co-cultured with naïve T cells compared with the vehicle control. RNA-seq analysis revealed an upregulation of peroxisome proliferator - activated receptor (PPAR) γ associated genes increased in YPPP-DCs. In tumor models treated with anti-programmed death (PD) -1 therapies, mice injected intratumorally with YPPP-DCs as a DCs vaccine exhibited reduced tumor growth and increased survival. These findings suggested that our method would be useful for the induction of DCs that efficiently activate effector T cells for cancer immunotherapy.

## Introduction

Dendritic cells (DCs) initiate the acquired immunity to eliminate cancer and pathogens through antigen presentation and cytokine production in lymphoid and nonlymphoid tissues (1). In the peripheral tissue, DCs capture the debris from tumor, pathogen-infected cells, or dead cells, process them and presents to T cells as antigen. This is important for initiating adaptive immune responses against a variety of antigens, including pathogens, tumors, and self-antigens.

DCs originate from hematopoietic stem cells (HSCs) through several stages of DC progenitors, known as common DC progenitors (CDPs) (2–4). Specific transcription factors for DC polarization have been identified for each type, including conventional DCs (cDCs) and plasmacytoid DCs (pDCs) (2, 5). The cDCs are further subdivided into conventional DC1 (cDC1) and conventional DC2 (cDC2), spread in the lymphoid and non-lymphoid tissues. The cDC1 have excellent cross-presentation activity, therefore, these cells are an attractive target for vaccination against intracellular pathogens and tumors, unfortunately, very few of these cells can be isolated from tissue (6, 7).

Large numbers of DC can be generated from the BM cells as BM-derived DCs using an *in vitro* culture with granulocyte-macrophage colony stimulating factor (GM-CSF) or Fms like tyrosine kinase 3 ligand (Flt3L) (8–10). *In vitro* cultures with GM-CSF mainly produce DCs that are similar to monocyte-derived DCs (8). In contrast, cultures with Flt3L best reflects physiological DC development, but results in a mixture of pDC and cDC, in which cDCs correspond to cDC1 and cDC2 (10). Recently, an efficiently induction culture system for CD103^+^ DCs derived from mouse BM using a combination of GM-CSF and Flt3L has been reported (11). Taking advantage of these features of cDCs, priming tumor antigens to DCs and returning them to the body to induce cancer-specific immune responses is a typical immune-cell therapy (12, 13). However, current methods often fail to obtain the necessary number of DCs from cancer patients for cancer immunotherapy. Previous studies have attempted to induce DCs derived from human embryonic stem (hES) cells or induced pluripotent stem (iPS) cells, but issues such as a long culture time for DC induction, high costs, and the risk of cancerous transformation still persist (14–16).

Recently, it has been reported that a cocktail of low molecular weight compounds can reprogram hepatocytes lacking the proliferative potential into liver progenitor cells with proliferative and differentiation potential (17). While DCs can be induced from the BM or peripheral blood using GM-CSF or Flt3L in an *in vitro* culture system (8, 10), the induction of DCs using by small molecule cocktails has not been reported. Previous studies have shown that inhibition of Rho-associated kinase (ROCK) by the small molecule compound Y27632 can overcome the massive cell death associated with hES cell dissociation (18). Additionally, the mitogen-activated protein kinase (MEK) inhibitors PD98059 and PD0325901 (19–21) has been found to help hES cells survive in culture and maintain their proliferation over time. PD173074, an inhibitor of the fibroblast growth factor (FGF) receptor, has been implicated in hES cell self-renewal (19). Therefore, we hypothesized that these small molecules could efficiently induce high-quality DCs.

This study is the first time to report that a small molecule cocktail, comprising Y27632, PD0325901, PD173074, and PD98059 (YPPP), promotes DC maturation in mouse BM culture with GM-CSF. BM-derived DCs culturing with YPPP (YPPP-DCs) showed heightened responsiveness to lipopolysaccharide (LPS) stimulation, resulting in increased interleukin (IL) -12 production and enhanced proliferation activity of effector T cells. YPPP-DCs showed increased PPARγ-associated gene transcriptions in steady state. These results indicate that YPPP can effectively be used as a DC differentiation and maturation regent.

## Materials and methods

### Mice and reagents

C57BL/6 mice (6-9 weeks old) and BALB/c mice (6-9 weeks old) were purchased from Japan SLC (Shizuoka, Japan). Rag2^-/-^OT-I and Rag2^-/-^OT-II T cell receptor (TCR) transgenic mice (6-9 weeks old) were purchased from Taconic Biosciences. These mice were kept and bred in the animal unit at Kanazawa Medical University, an environmentally controlled and specific pathogen-free facility, in accordance with the guidelines for experimental animals defined by the facilities. Animal experimental protocols were approved by the Animal Research Committee at Kanazawa Medical University (Approval No.:2020-30, 2022-17). The procedures were carried out in accordance with the approved guidelines. Ovalbumin (OVA) _257-264_ peptide SIINFEKL and OVA_323-339_ peptide were purchased from Anaspec.

### Cell lines and culture

E.G7 tumor cell line was purchased from the American Type Culture Collection (ATCC) and B16 melanoma cell line was kindly gifted by Dr. Nobuo Yamaguchi (Kanazawa Medical University). E.G7 cells were cultured in Roswell Park Memorial Institute (RPMI)- 1640 medium modified to contain 2mM L-glutamine, 10mM HEPES, 1mM sodium pyruvate, 4500mg/l glucose, and 1500mg/l sodium bicarbonate (Sigma-Aldrich) supplemented with 10% fetal calf serum (FCS), B16 cells were cultured in Dulbecco’s modified eagle medium (DMEM)supplemented with 10% FCS.

### Preparation of small molecule cocktails

The four small molecule inhibitors (YPPP) were first reconstituted into stock solutions; 10 mM Y27632 (Fujifilm Wako) was prepared in sterilized phosphate buffered saline (PBS), and 40 mM PD0325901 (Fujifilm Wako), 10 mM PD173074 (Fujifilm Wako) and 10 mM PD98059 (Fujifilm Wako) were prepared in dimethyl sulfoxide (DMSO, Nakarai tesque). Stock solutions were stored at −20°C until use. Y27632, PD0325901, PD173074 and PD98059 were used at final concentrations of 50, 0.04, 0.01, 6.3 μM.

### Generation of murine BM-derived dendritic cells

BM cells were prepared from C57BL/6 mice and these cells were cultured with GM-CSF as we described previously (8). Briefly, BM cells were cultured in RPMI-1640 supplemented with 10% FCS, 5 x 10^-5^M 2-mercaptoethanol, 100 U/ml penicillin, 100 μg/ml streptomycin and 25 ng/ml GM-CSF (Biolegend) and with DMSO or YPPP for 6 days. On day 6, CD11c^+^ cells were isolated using the magnetic-activated cell sorting (MACS) system with magnetic microbead-conjugated anti-CD11c antibody (Miltenyi Biotec). The purities of the sorted CD11c^+^ fractions by using CD11c microbeads were consistently ≥90% (**Supplementary Figure 2**). In E.G7 tumor model, CD11c^+^ cells were stimulated with 10 ng/ml lipopolysaccharide (LPS) for 12 h and loaded with 10 μM OVA_257-264_ peptide SIINFEKL for 2h prior to injection. In B16 melanoma model, CD11c^+^ cells were stimulated with 10 ng/ml lipopolysaccharide (LPS) for 12 h prior to injection.

### Flow cytometry and cell sorting

Flow cytometry was conducted using the following antibodies (All purchased from Biolegend unless stated otherwise): anti-CD11c (N418), anti-I-A/I-E (M5/114.15.2), anti-CCR7 (4B12), anti-CD40 (3/23), anti-CD11b (M1/70), anti-CD80 (16-10A1), anti-CD86 (GL-1), anti-CD4 (GK1.5), anti-CD8 (53-6.7), anti-CD25 (PC61), anti-CD62L (MEL14), anti-CD69(H1.2F3) and anti-PD-L2 (TY25). Fc-mediated nonspecific staining was blocked with anti- CD16/32 (2.4G2 hybridoma culture supernatant). Events were acquired using a FACSCanto II (BD Biosciences), and the data of 10,000-100,000 events were analyzed using the FACSDiva (BD Biosciences) or FlowJo software programs (FlowJo). The surface molecule expressions were calculated by defining the delta mean fluorescence intensity between the specific antibody stain and the isotype-matched control antibody. CD11c^+^I-A/I-E^high^ cells and CD11c^+^I-A/I-E^int^ cells were isolated by using a cell sorting system (SH800; Sony Biotechnology) or FACS Aria fusion (BD Biosciences). Separation of these cells were shown in **Supplementary Figures 5A, B**. Briefly, BM lineage negative (Lin (–)) cells were immunomagnetically pre-enriched using PE-Cy5-conjugated antibodies against lineage antigens, including CD3ϵ (145-2C11), CD4 (GK1.5), CD8α (53-6.7), B220 (RA3-6B2), CD19 (MB19-1), CD11c (N418), CD11b (M1/70), Gr-1 (RB6-8C5), NK1.1 (PK136), anti-Cy5 microbeads and autoMACSpro (Miltenyi Biotec). BM- Lin (-) cells were cultured with 25 ng/ml GM-CSF (Biolegend) for 6 days. On day 3, BM-Lin (-) derived CD11c^+^ cells were isolated using the MACS system with magnetic microbead-conjugated anti-CD11c antibody (Miltenyi Biotec). BM- Lin (-) cells were then stained with FITC-anti-I-A/I-E (M5/114114.15.2) and PE-Cy7-anti-CD11c (N418) (all from BioLegend). CD11c^+^I-A/I-E^high^ cells and CD11c^+^I-A/I-E^int^ cells were sorted by gating on indicated cells from CD11c^+^ cells. The purity of the sorted populations was consistently ≥90%.

### *In vitro* T cell proliferation assays

#### OT-I T cells

Thy1.2^+^ T cells from spleen of OT-I or OT-I x Rag2^-/-^ mice were enriched using the MACS system with magnetic microbead-conjugated anti-CD90.2 antibody (Miltenyi Biotec), according to manufacturer’s instructions. Enriched Thy1.2^+^ T cells were then labeled with celltracker Cytotell green (AAT Bioquest) at 37 ˚C for 10 min, washed, and counted before culture with antigen presenting cells (APCs).

#### OT-II T cells

Thy1.2^+^ T cells from spleen of OT-II x Rag2^-/-^ mice were enriched using the MACS system with magnetic microbead-conjugated anti-Thy1.2^+^ antibody (Miltenyi Biotec), according to manufacturer’s instructions. Enriched Thy1.2^+^ T cells were then labeled with celltracker Cytotell green at 37 ˚C for 10 min, washed, and counted before culture with APCs.

#### BALB/c T cells

Thy1.2^+^ T cells from spleen of BALB/c mice were enriched using the MACS system with magnetic microbead-conjugated anti-CD90.2 antibody (Miltenyi Biotec), according to manufacturer’s instructions. Enriched Thy1.2^+^ T cells were then labeled with celltracker Cytotell green at 37°C for 10 min, washed, and counted before culture with APCs.

### Stimulation

Sorted CD11c^+^ cells in mouse bone marrow culture with GM-CSF and DMSO/YPPP for 6 days were incubated in 96-well round-bottom tissue culture plates. For OT-I T cells stimulation, CD11c^+^ cells were incubated with OVA_257-264_ peptide (1 nM) in the presence of 100 ng/ml of LPS. For OT-II T cells stimulation, CD11c^+^ cells were incubated with OVA_323-339_ peptide (10 μM) in the presence of 100 ng/ml of LPS and co-cultured with naive Cytotell green-labeled OT-II T cell. For allogenic BALB/c T cells stimulation, CD11c^+^ cells were incubated with LPS (100 μg/ml). Various number of CD11c^+^ cells (7.3 x, 22.0 x or 66.0 x 10^2^ cells were incubated with 2.0 x 10^4^ T cells. T cell proliferation and activation was assessed by flow cytometry after 3 days for OT-I T cells and after 5 days for OT-II and BALB/c T cells.

### Cell counting kit-8 assay

Cells were grown into 24 well plates. At day 6, 10 μl of CCK-8 solution (Dojindo) was added into each well and cultured for another 2 hours, and measured at 490 nm in a microplate reader Multiscan JX (Thermo scientific). The ratios of proliferation were calculated as follows: the absorbance of culture supernatants at 490 nm/absorbance of the control cell supernatants at 490 nm.

### ELISA

Cells were incubated with the indicated stimulators. The levels of cytokines in the culture supernatants were determined using ELISA kits, in accordance with the manufacturers’ instructions. The mouse IL-12p70, IL-12p40, IL-6, TNF-α ELISA MAX Standard kits (Biolegend) were used.

### Immunoblotting

The cells for immunoblotting were prepared as we described previously (22). Briefly, Cells were solubilized in lysis buffer (1.0% NP-40, 50 mM HEPES, pH7.4, 150 mM NaCl), containing protease and phosphatase inhibitor (Thermo fisher scientific). Cell lysates were separated by sodium dodecyl sulfate (SDS)- polyacrylamide gel electrophoresis (PAGE), transferred to a Polyvinylidene difluoride (PVDF) membrane (Merck), and detected with the following antibodies using ECL substrate (Bio-Rad): rabbit anti-CCAAT enhancer binding protein (C/EBP)α anti-phospho-C/EBPα (Ser21), anti-phospho- C/EBPα (Thr221/226), anti-Erk1/2, anti-phospho- Erk1/2, anti-JNK, anti-phospho-JNK, anti-NF-κB(p65), anti-phospho-NF-κB(p65), mouse anti-IκBα (Cell Signaling Technology), mouse anti-IκBβ (Santa Cruz Biotechnology), mouse anti-βactin (Sigma-aldrich), horseradish peroxidase (HRP)-conjugated mouse IgG (Cell Signaling Technology), or rabbit IgG antibodies (Cell Signaling Technology). Digital images were obtained using an ImageQuant LAS4000 mini instrument (GE Healthcare). Densitometry was performed on scanned blots using the ImageQuant TL software program (GE Healthcare).

### Tumor model

The protocol by which E.G7 or B16 melanoma tumor model were previously described (23, 24). These tumor cells were established by intradermally injecting 2 x or 10 x 10^5^ tumor cells (in 50 μl of DMEM) into the back flanks of 8-9 weeks old C57BL/6 mice (day 0). For dendritic cell vaccine (DCV) therapy, on days 7, 10, 13, 1.25 or 12.5 x 10^4^ syngeneic BM derived CD11c^+^ cells (in 50 μl DMEM/0.1% bovine serum albumin) were injected intratumorally with or without anti Programmed death (PD)-1 (Biolegend, 20μg/mouse) in 200 μl saline intraperitoneal injection. Tumor sizes were measured twice a week. Tumor volume was calculated by the following formula: tumor volume. 0.4 x length (mm) x [width (mm)]^2^ (24). Mice were euthanized when they became moribund or when their tumors exceeded 20 mm in diameter.

### Gene expression analysis

#### Total RNA extraction

Total RNA was extracted with AllPrep DNA/RNA kit (Qiagen) according to the manufacturer’s instructions. Subsequently, the concentration and purity of isolated RNA molecules were measured spectrophotometrically by Nanodrop (Thermo scientific), after which the RNA integrity number was measured using TapeStation 4200 with a High Sensitivity RNA Screen Tape (Agilent Technolgies).

### RNA-seq library construction and library sequencing

The fragmented double-strand cDNA was synthesized using NEB Next Ultra II Directional RNA Library Prep Kit (New England BioLabs) according to manufacturer’s instructions. After library quality was assessed using the TapeStation 4200 with High Sensitivity D1000 ScreenTape (Agilent Technologies). All libraries were quantified using the HS Qubit dsDNA assay (Thermo Fisher Scientific). All libraries were sequenced (2 × 75 bp) using Illumina NextSeq 500 (Illumina) according to the standard Illumina protocol. The FASTQ files were generated using the bcl2fastq software (Illumina).

### Data analysis

FASTQ files were aligned to the reference mouse genome (mm10) using HISAT2 (version 2.1.0) (25). The StringTie algorithm (v.1.3.4d) (26) was then used with default parameter settings to assemble RNA-Seq alignments into annotated transcripts to estimate their expression using the UCSC annotated mouse genome (mm10) assembly file. Subsequently, the transcript expression was normalized using the transcripts per million (TPM) algorithms. For differential expression analysis, we used the R package (edger) (27), as described previously (28, 29). Gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses were performed using Enrichr web server (https://maayanlab.cloud/Enrichr/) (30–32).

### Statistical analysis

Statistical analysis was carried out by ANOVA using GraphPad Prism software. All experimental repetitions and numbers of specimens and mice are indicated in the figure legends. One-way and two-way ANOVA were used for the experiments with one variable and two variables, respectively. *p* < 0.05 was considered to be statistically significant. For survival analysis, p values were computed using the Log Rank test. p values < 0.05 was considered to be statistically significant.

## Results

### Establishment of the optimal combination of small molecules for DC differentiation

Previous study in mouse BM culture with GM-CSF have demonstrated the presence of primarily two subsets: CD11c^+^I-A/I-E^high^ cells (GM-DCs) and CD11c^+^I-A/I-E^int^ cells (GM-Macs) (33). To determine the optimal combination for DC differentiation in a mouse BM-derived DC culture system, we initially examined 16 different combinations of the four small molecule compounds (**Figure 1A**). The optimal concentration of Y27632, PD0325901 and PD173074 were determined through preliminary tests (**Supplementary Figures 1A, B**), while effective concentration of PD98059 was demonstrated in previous study (21, 34). In this culture system, the addition groups of the 6th, 13th, and 16th combination of the small molecule inhibitors significantly increased the percentages of CD11c^+^I-A/I-E^high^ cells in the 40.1 ± 25.0, 44.8 ± 16.5, and 53.4 ± 11.7% compared to 17.4 ± 10.5% for the control (**Figures 1B, C**). No effect was observed with the other additional groups. On the other hand, the addition groups of the 3th, 5th 15th, and 16th combination of the small molecule inhibitors significantly decreased the percentages of CD11c^+^I-A/I-E^int^ cells in the 25.8 ± 2.40, 25.2 ± 0.49, 24.5 ± 0.57, and 30.0 ± 1.77% compared to 45.4 ± 6.35% for the control (**Figures 1B, E**). The total cell number of CD11c^+^I-A/I-E^high^ cells shows no significant difference between control and 16th group (**Figure 1D**). However, the total cell number of CD11c^+^I-A/I-E^int^ cells of 16th group is markedly reduced when compared with control (**Figure 1F**). These results indicate that the addition of these small molecule inhibitor cocktails significantly altered the percentage of CD11c^+^I-A/I-E^high^ cell, representing DCs, with the 16^th^ small molecule inhibitor cocktail YPPP, yielding cells of the highest purity (**Figures 1B-F**). It has been reported that GM-CSF induced differentiation of myeloid-derived suppressor cells (MDSCs) from BM cells, defined as Ly6G^high^Ly6c^int^ cells (35). Therefore, we examined the effect of YPPP on GM-CSF induced MDSCs. The YPPP did not have a significant impact on MDSCs differentiation (**Supplementary Figures 2A, B**).

**Figure 1:**
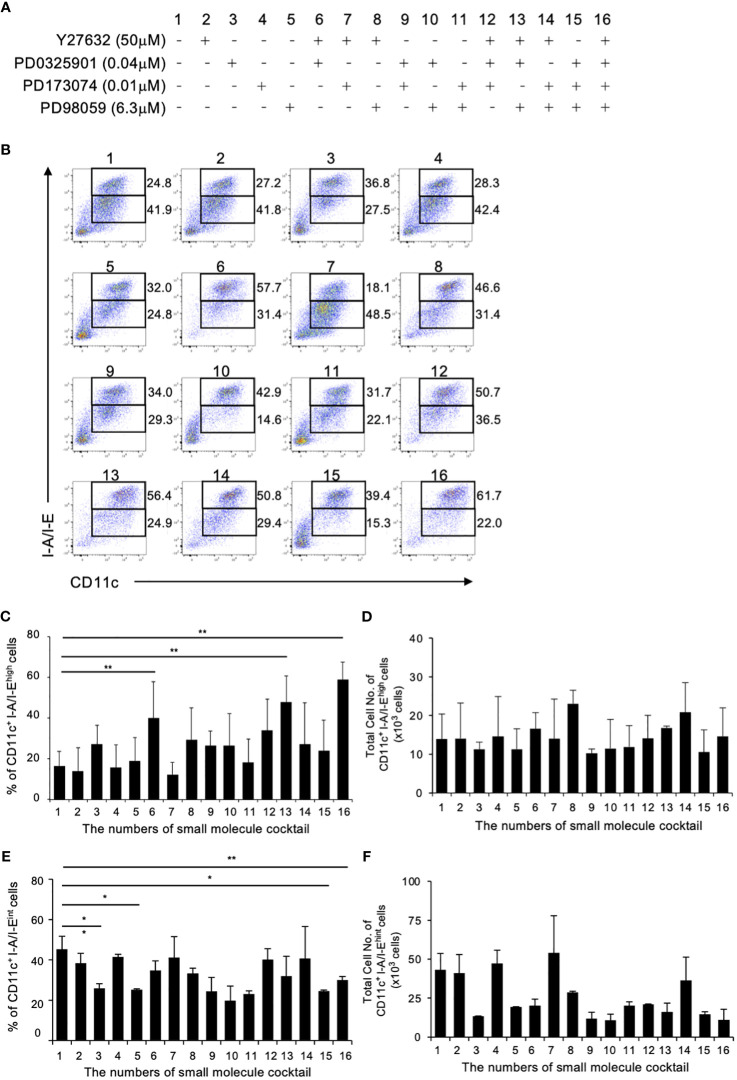
Initial combination trial of four small molecule inhibitors. Using single concentrations of each small molecule cocktail, a total of 16 unique combinations were tested in GM-CSF mouse BM culture. BM cells were cultured with GM-CSF and indicated small molecule cocktail for 6 days. On day 6, Cells were analyzed by flow cytometry. **(A)** The combinations of small molecule cocktail. **(B)** The percentages of CD11c^+^I-A/I-E^high^ cells (Upper fraction) and CD11c^+^I-A/I-E^int^ cells (Lower fraction) on day 6. Data are representative of three independent experiments. **(C, D)** Frequency **(C)** and total cell number **(D)** of the indicated CD11c^+^I-A/I-E^high^ cells (GM-DCs). **(E, F)** Frequency **(E)** and total cell number **(F)** of the indicated CD11c^+^I-A/I-E^int^ cells (GM-Macs). **(C–F)** Data are shown as the mean ± SEM of three independent experiments. *p<0.05, **p<0.01.

### Enhanced IL-12 production in YPPP- CD11c^+^ cells after LPS stimulation

The anti-tumor activity of DCV used in cancer immunotherapy relies on the quality of the DC-containing cell fraction CD11c^+^ cells in the DCV. Therefore, we examined cytokine production in DMSO- and YPPP-treated BM-derived CD11c^+^ cells, as LPS is known to be a potent inducer of the Th1 cytokine IL-12 by using magmatically purified CD11c^+^ cells (**Supplementary Figure 3**). The level of proinflammatory cytokine IL-6 and IL-12 were measured after LPS stimulation. As shown in **Figure 2A**, YPPP-treated BM derived CD11c^+^ cells (YPPP- CD11c^+^ cells) produced high amount of IL-12p70 and IL-12p40 compared to DMSO-treated CD11c^+^ cells (DMSO- CD11c^+^ cells) after LPS stimulation, while no difference was observed in IL-6 and TNF-α levels between DMSO and YPPP-CD11c^+^ cells. Next, we investigated the activation of key signaling molecules in the Toll like receptor (TLR) 4-mediated signaling pathway, which was activated by LPS stimulation. Previous studies have shown that CCAAT enhancer binding protein alpha (C/EBPα), whose activation is regulated by extracellular signal-regulated kinase 1/2 (Erk1/2), negatively regulates IL-12 production upon LPS stimulation (36). Therefore, we examined the phosphorylation of Erk1/2 and C/EBPα (murine Ser21 and Thr222/226) upon LPS stimulation. While NF-κB and JNK phosphorylation were comparably increased in DMSO- and YPPP-CD11c^+^ cells, Erk1/2 phosphorylation was decreased in YPPP-CD11c^+^ cells (**Figure 2B**, lanes 4, 5, 6, 7, 8 and 9). Surprisingly, pSer21 C/EBPα was decreased in YPPP-CD11c^+^ cells, whereas C/EBPα (Ser21) was phosphorylated in DMSO-CD11c^+^ cells, even after LPS stimulation (**Figure 2B**, lanes 1 and 3, and **Figure 2C**). In contrast, Thr222/226 C/EBPα was equally phosphorylated in both DMSO- and YPPP-CD11c^+^ cells (**Figure 2B**, lane 2). IκBα and IκBβ levels were equivalently decreased in DMSO- or YPPP-CD11c^+^ cells (**Figure 2B**, lanes 10 and 11). These results suggest that IL-12 production is enhanced by suppressing C/EBPα activation upon LPS stimulation in YPPP-CD11c^+^ cells.

**Figure 2:**
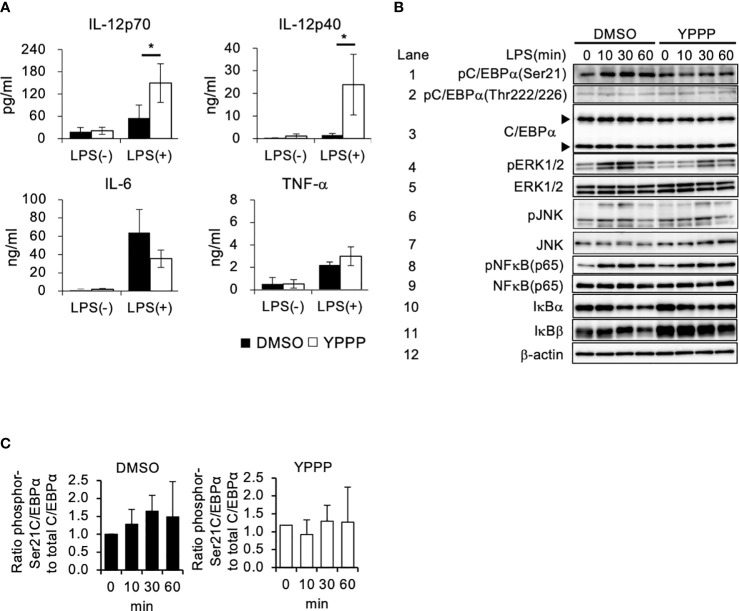
BM-derived CD11c^+^ cells induced by GM-CSF and YPPP increase interleukin (IL) -12 production via the negatively regulation of Toll-like receptor (TLR) 4-mediated C/EBPα activation. **(A)** The IL-12p70, IL-12p40, IL-6 and TNF-α levels in supernatants of DMSO- or YPPP-BM-derived CD11c^+^ cells after LPS stimulation for 48 h. The levels were measured by an ELISA. **(B)** BM-derived CD11c^+^ cells induced by DMSO and YPPP were stimulated with LPS (1μg/ml). Representative immunoblots of the indicated proteins are shown at the indicated time after LPS stimulation. The arrows indicate the 42kDa and 30kDa isoforms of C/EBPα. β-actin was used as loading and internal monitoring controls. **(C)** The relative intensities of phosphor-C/EBPα to total CEBP/α in BM-derived CD11c^+^ cells induced by DMSO and YPPP were estimated by densitometric scanning with normalization to β-actin (means ± SD). Data are representative of two or three separate experiments. *p<0.05.

### YPPP-CD11c^+^ cells primed ovalbumin are more efficient in T cell activation and proliferation than DMSO-CD11c^+^ cells

The ability of DCV to promote T cell proliferation is a critical function for anti-tumor activity. Therefore, we examined the T cell proliferation activities of DMSO- or YPPP-CD11c^+^ cells in a mixed lymphocyte reaction (MLR). Cell tracker Cytotell green labeled Thy1^+^ splenic CD4^+^ or CD8^+^ T cells from OT-II or OT-I mice were co-cultured with DMSO- or YPPP-CD11c^+^ cells from B6-WT mice for 3 or 5 days *in vitro*. The proliferation was monitored using CCK-8 and flow cytometry. As shown in **Figure 3A**, we observed a significantly increased number of proliferating cells in the group in which YPPP-CD11c^+^ cells, as determined by the CCK-8 proliferation assay. Furthermore, flow cytometric (FCM) analysis revealed that a significant increase of the population of Cytotell green^low^CD25^+^CD8^+^ T cells, Cytotell green^low^CD69^+^CD8^+^ T cells, and Cytotell green^low^CD62L^low^CD8^+^ T cells at 1: 3 CD11c^+^/T cell ratio in the presence of YPPP-CD11c^+^ cells (**Figures 3B-G**).

**Figure 3:**
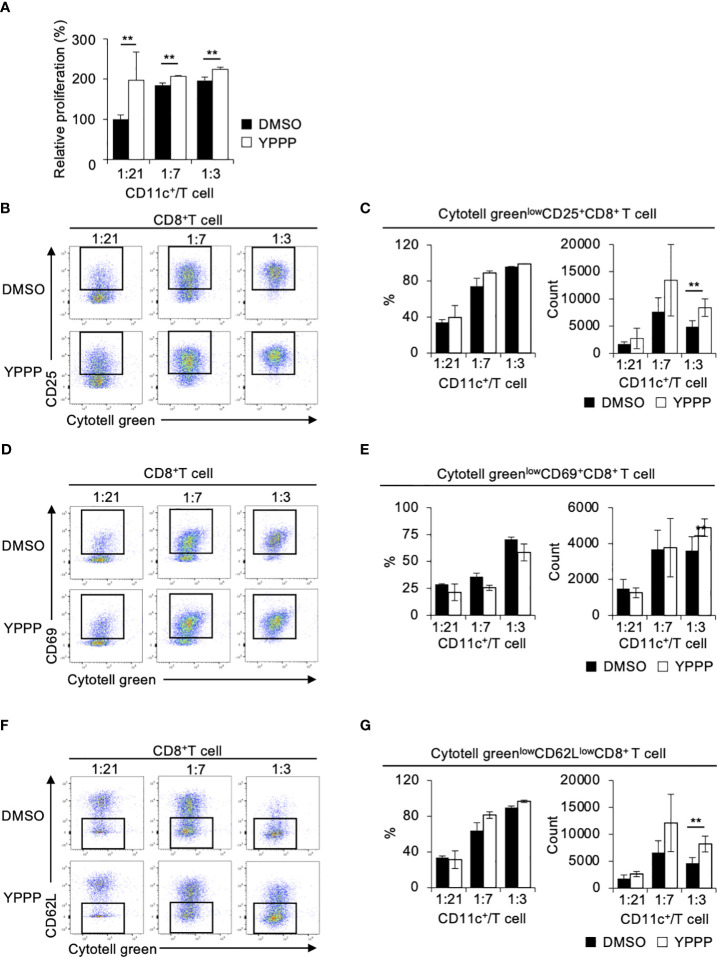
BM-derived CD11c^+^ cells induced by GM-CSF and YPPP augments the activation of OT-I T cells *in vitro*. DMSO- or YPPP-BM-derived CD11c^+^ cells were incubated with OVA_257-264_ peptide and co-cultured with Cytotell green labeled naive splenic Thy1.2^+^ cells. T cell proliferation and expansion were assessed on 3 days after co-cultured. **(A)** T cell proliferation assay measured by Cell Counting Kit 8 (CCK-8). The relative proliferation of OT-I T cells in indicated BM derived CD11c^+^ cells and T cells ratios at day 3 were calculated as the ratio of proliferation to CD11c^+^/T cell **(B, D, F)**. FCM analysis of Cytotell green^low^CD25^+^CD8^+^ T cells **(B)**, Cytotell green^low^CD69^+^CD8^+^ T cells **(D)** and of Cytotell green^low^CD62^low^CD8^+^ T cells **(F)**. **(C, E, G)** Frequency (left) and number (right) of the indicated cells. Data in the bar graph are mean ± SD of triplicate wells for the representative experiment shown. **p<0.01.

Next, we examined whether YPPP-CD11c^+^ cells can efficiently expand splenic CD4^+^ T cells isolated from OT-II mice. As shown in **Supplementary Figure 4A**, we found a significantly increased number of proliferating cells in the group in which YPPP-CD11c^+^ cells, as determined by the CCK-8 assay. FCM analysis revealed that an increased population of Cytotell green^low^CD25^+^CD4^+^ T cells and Cytotell green^low^CD69^+^CD4^+^ T cells in co-culture groups with YPPP-CD11c^+^ cells (**Supplementary Figures 4B-E**). Consistent with previous results, the MLR assay using BALB/c T cells also demonstrated enhancement of T-cell proliferation and activation in the presence of YPPP-CD11c^+^ cells (**Supplementary Figures 5A-E**). These results indicate that the YPPP-CD11c^+^ cells are more efficient than DMSO-CD11c^+^ cells in priming and expanding T cells.

Finally, we compared IL-12p40 production and T cell activation ability between CD11c**^+^** I-A/I-E^high^ cells and CD11c^+^I-A/I-E^int^ cells treated with DMSO/YPPP. The YPPP-treated CD11c^+^I-A/I-E^high^ cells produced more IL-12p40 than the other cells upon LPS or CpG stimulation (**Figure 4A**). Additionally, CD11c**^+^** I-A/I-E^high^ cells demonstrated the highest CD8^+^ T cell proliferation and IFN-γ^+^ cell-inducing-abilities compared with other cells (**Figures 4B-E**).

**Figure 4:**
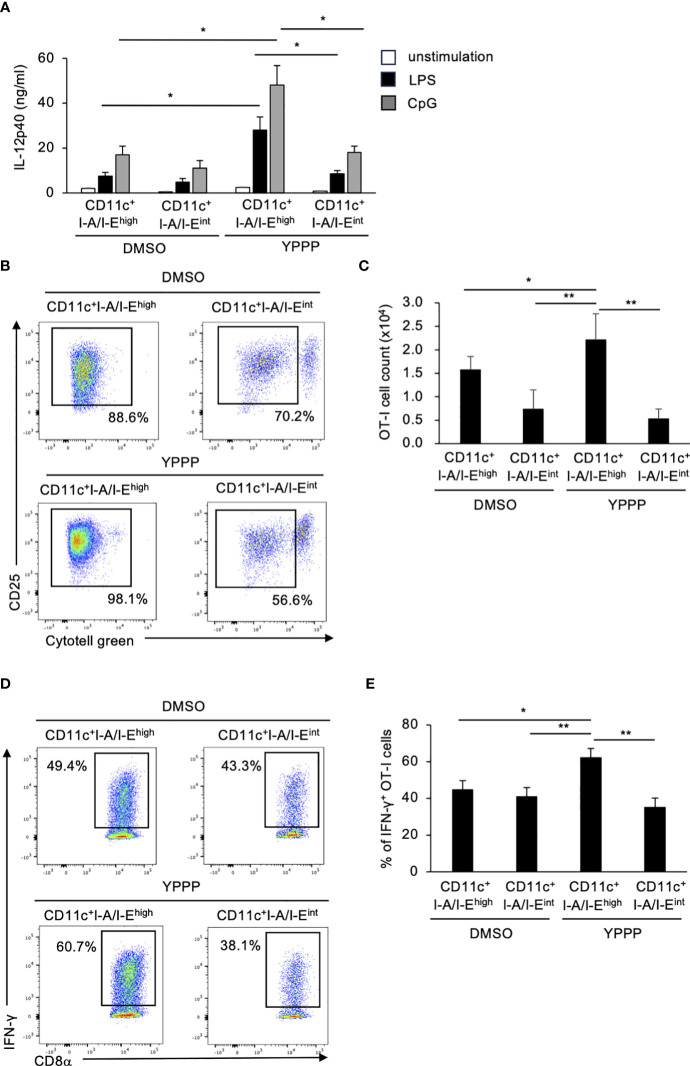
BM-derived CD11c^+^I-A/I-E^high^ cells induced by GM-CSF and YPPP augments IL-12p40 production and the activation of OT-I T cells *in vitro*. **(A)** IL-12p40 levels in supernatants of DMSO- or YPPP-BM-derived CD11c^+^I-A/I-E^high^ and CD11c^+^I-A/I-E^int^ cells after LPS (100 ng/ml) or CpG (1nM) stimulation for 48 h. The levels were measured by an ELISA. **(B, C)** DMSO- or YPPP-BM derived CD11c^+^I-A/I-E^high^ and CD11c^+^I-A/I-E^int^ cells were incubated with OVA_257-264_ peptide and co-cultured with Cytotell green labeled naive splenic Thy1.2^+^ cells. T cell proliferation and expansion were assessed on 3 days after co-culture. FCM analysis of Cytotell green^low^CD25^+^CD8^+^ T cells **(B)** and total cell number of CD25^+^CD8^+^ T cells **(C)**. **(D, E)** The percentage of IFN-γ^+^ cells differentiated from naïve OT-I cells cocultured with DMSO- or YPPP-BM-derived CD11c^+^I-A/I-E^high^ and CD11c^+^I-A/I-E^int^ cells. Data in the bar graph are mean ± SD of triplicate wells for the representative experiment shown. *p<0.05, **p<0.01.

### Characterization of YPPP-CD11c^+^ cells

To elucidate the mechanism of enhanced IL-12 production and T cell priming activity in YPPP-CD11c^+^ cells, we examined the effect of YPPP on the differentiation of DCs derived from mouse BM cells cultured with GM-CSF. We focused on the morphological analysis of CD11c^+^I-A/I-E^high^ cells. FCM analysis showed that an increased population of the CD11c^+^I-A/I-E^high^ cells in the YPPP treatment group and a decreased population of CD11c^+^I-A/I-E^int^ cells, representing macrophages (**Figure 5A**; **Supplementary Figures 6A, B**). Diff-Quick staining did show marked differences between DMSO- and YPPP-CD11c^+^I-A/I-E^high^ cells (**Figure 5A**). There were no significant differences in the number of terminally differentiated cells with or without YPPP, and responsiveness to LPS stimulation (**Figure 5B**). Furthermore, FCM analysis of these DC surface makers revealed up-regulation of CD11c, CCR7, and CD80, and down-regulation of CD11b in the YPPP-treated CD11c^+^I-A/I-E^high^ cells (**Figure 5C**). Additionally, both DMSO-treated and YPPP-treated DCs did not express cDC1 marker XCR1 (**Supplementary Figure 7**). These changes align with the general characteristics of GM-DCs (33).

**Figure 5:**
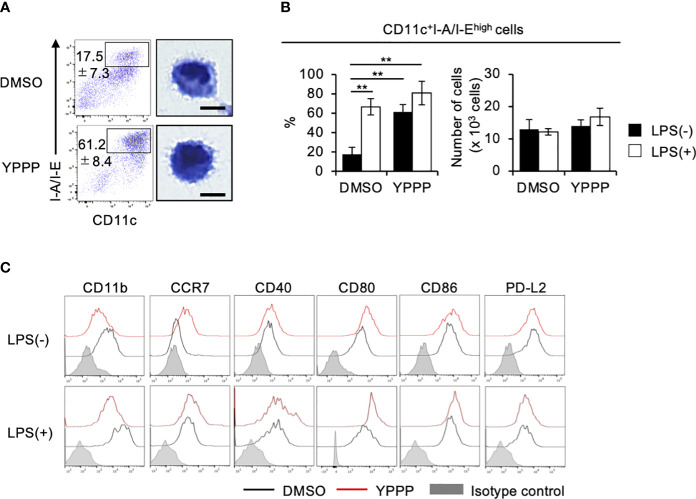
YPPP enhances the DC maturation in mouse BM culture with GM-CSF. **(A)** Representative flow cytometry profiles (left) and microscopic images (right) by Diff-Quick staining of sorted CD11c^+^I-A/I-E^high^ cells in GM-CSF mouse BM culture (Scale bar: 5um). **(B)** Frequency (left) and number (right) of the indicated cells with or without LPS stimulation. **(C)** Representative histograms of the indicated surface antigens from BM-derived CD11c^+^I-A/I-E^high^ cultured with DMSO (black) or YPPP (red). The shaded area shows the isotype control. **p<0.05.

### Gene expression profiles of CD11c^+^I-A/I-E^high^ cells and CD11c^+^I-A/I-E^int^ cells in DC vaccines

To compare *in vitro* DC induced by YPPP, we performed RNA sequencing (RNA-Seq) of CD11c^+^I-A/I-E^high^ cells and CD11c^+^I-A/I-E^int^ cells differentiated under DMSO or YPPP conditions for 0, 3, and 6 days (**Figure 6A**). As a result, approximately 6,030, 5,620, 5,626 and 5,662 differentially expressed (DE) genes were identified between DMSO-CD11c^+^I-A/I-E^high^ cells and YPPP-CD11c^+^I-A/I-E^high^ cells on day 3, between DMSO-CD11c^+^I-A/I-E^int^ cells and YPPP-CD11c^+^ I-A/I-E^int^ cells on day 3, between DMSO-CD11c^+^I-A/I-E^high^ cells and YPPP-CD11c^+^I-A/I-E^high^ cells on day 6, and between DMSO-CD11c^+^I-A/I-E^int^ cells and YPPP-CD11c^+^ I-A/I-E^int^ cells on day 6 (**Figure 6B**; **Supplementary Figures 8A-D**). 

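For the RNA-Seq experiment, 18 libraries were examined, 2 for each of 9 conditions: Lin(-) cells of day 0, and CD11c+I-A/I-E high and CD11c+I-A/I-E int cells sorted on day 3 or day 6 from BM cultures with 25 ng/ml GM-CSF and either DMSO or YPPP. YPPP is the cocktail of Y27632 (50 μM), an inhibitor of ROCK, PD0325901 (0.04 μM) and PD98059 (6.3 μM), inhibitors of MEK, and PD173074 (0.01 μM), an inhibitor of FGF receptors. The sample labels describe the Lin(-) cells as negative for CD3, CD19, NK1.1, CD11b, CD11c, FcεR1 and Gr-1, name the CD11c+I-A/I-E int cells bone marrow-derived macrophages, and list a human genome build (hg38) next to the mouse build. The paper's methods name mm10 alone. Its text does not say whether the libraries of a condition came from separate cultures or mice, so the p-values measure the spread between these samples.

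The authors aligned the reads with HISAT2 (2.1.0), estimated expression with StringTie (1.3.4d) against the UCSC annotation of mm10, and normalized it to TPM. The library kit was directional, and the paper's text does not state a strand setting. The table used here holds TPM for 23420 genes in the 18 libraries. It equals the separate files of 17 libraries, with a largest difference of 0 TPM; the second Lin(-) library has no separate file here. Read counts are not in the files analysed here, so the total depth is unknown and no counting interval can be given. The ratio of coverage to FPKM, which held within 1% for most genes of a library, gives a relative depth in arbitrary units. It was 1.135 to 2.054 in the first replicates of the 4 CD11c+I-A/I-E high conditions and 2.321 to 2.762 in the second, 1.948 to 2.719 in the CD11c+I-A/I-E int libraries, and 1.553 in the Lin(-) library with its own file. Between 10728 and 12039 genes per library reached 1 TPM. Correlations between the log2 values of the replicates of a condition, across genes, were 0.9709 to 0.986.

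The 13065 genes with at least 1 TPM in at least 2 libraries were tested with limma on log2(TPM + 1), with a mean per condition (9 residual degrees of freedom), an intensity trend and Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05. All fold changes are YPPP against DMSO on this scale, which understates the change of genes with low values, and each of the 4 comparisons has its own DMSO libraries. Counts are needed for edgeR, the authors' tool, so limma was used in its place. A comparison of 2 against 2 libraries by itself cannot reach an exact permutation p below 0.333, so the test borrows its error from all 18 libraries.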

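YPPP changed 594 of 13065 genes in CD11c+I-A/I-E high cells on day 3 (256 higher and 338 lower) and 793 on day 6 (347 higher and 446 lower). On day 3, Ear3, which encodes a ribonuclease of the eosinophil-associated family, rose from 31.5 ± 18.6 to 1224 ± 242 TPM (SD, n = 2 each), a log2 fold change of 5.35 (standard error 0.918, adjusted p = 0.00514). It lies on chromosome 14 of mm10 from 44102887 to 44103357. Ear2 and Ear12 overlap it on the same strand and can share its reads. Cd209d, a relative of the C-type lectin DC-SIGN, rose from 1.93 ± 1.77 to 53.2 ± 12.8 TPM (log2 fold change 4.34, adjusted p = 0.00343). Ltb, which encodes lymphotoxin β, fell from 79.9 ± 20 to 2.13 ± 0.371 TPM on day 3, a log2 fold change of -4.68 (standard error 0.343, adjusted p = 2.37e-05). On day 6, Marco, a scavenger receptor of macrophages, rose from 0.854 ± 1.21 to 111 ± 33 TPM, a log2 fold change of 6.06 (standard error 1.08, adjusted p = 0.00537). Its gene lies on chromosome 1 of mm10 from 120474538 to 120505084. Egr1, a transcription factor induced through ERK signaling, fell from 108 ± 64.7 to 0.673 ± 0.194 TPM on day 6 (log2 fold change -5.89, adjusted p = 1.76e-05). Pgf, a growth factor of the VEGF family, fell from 27.4 ± 0.829 to 0.457 ± 0.0763 TPM (log2 fold change -4.29, adjusted p = 5.11e-05).

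Of 42 tested genes induced by interferon, 21 fell on day 3 and 22 fell on day 6 (29 on each day when adjusted over the list alone), and the others did not pass. As a set they moved lower than other genes (camera, adjusted p = 1.29e-25 on day 3 and 3.27e-21 on day 6; adjusted p = 0.127 and 0.110 with an estimated correlation). Isg15, a ubiquitin-like modifier, fell from 26.9 ± 2.62 to 2.28 ± 1.59 TPM on day 3 (log2 fold change -3.17, adjusted p = 0.00147). Rtp4 fell from 12 ± 3.76 to 0.133 ± 0.0684 TPM on day 6 (log2 fold change -3.49, adjusted p = 0.000167). Ifitm1, which encodes a membrane protein, fell by 4.42 on day 3 (adjusted p = 8.15e-05) and by 6.97 on day 6 (adjusted p = 1.18e-06) on the log2 scale. It lies on chromosome 7 of mm10 from 140967429 to 140969827.

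Of 31 tested targets of the ERK pathway, which MEK inhibitors block, 4 fell on day 3 (5 when adjusted over the list alone), and 12 fell and 1 rose on day 6 (16 and 2). The set moved lower on both days (camera, adjusted p = 0.00213 and 5.59e-07; adjusted p = 0.582 and 0.259 with an estimated correlation). Epha2, an ephrin receptor, fell from 4.07 ± 0.568 to 0.259 ± 0.13 TPM on day 3 (log2 fold change -2.01, adjusted p = 8.15e-05). Ier3, an early response gene, fell from 269.6 ± 73.8 to 43.1 ± 2.25 TPM on day 6 (log2 fold change -2.59, adjusted p = 0.00252). Of 27 genes of the PPARγ program of alveolar macrophages, 6 rose on day 3 (11 rose and 2 fell when adjusted over the list alone) and 8 on day 6 (12 and 1). This set moved higher (camera, adjusted p = 0.000271 and 7.09e-09; adjusted p = 0.582 and 0.339 with an estimated correlation). Of 57 lysosome genes, 5 rose on day 3 (12 when adjusted over the list alone), and 5 rose and 1 fell on day 6 (6 and 1). One of them, Naaa, which encodes an acid amidase, rose from 501 ± 121 to 1520.2 ± 276 TPM on day 3 (log2 fold change 1.61, adjusted p = 0.000835). Of 26 monocyte genes, 1 rose and 3 fell on day 3 (3 and 4 when adjusted over the list alone), and 1 rose and 7 fell on day 6 (1 and 9). Of 27 neutrophil genes, 3 fell on day 3 and 6 fell on day 6 (3 and 6 when adjusted over the list alone). The neutrophil set moved lower on both days (camera, adjusted p = 0.0168 and 0.00027), and not with an estimated correlation (0.856 and 0.758). Its day 3 call also ended with quantile normalization (0.0655) or median ratio scaling (0.0746). The monocyte set did not pass on day 3 (camera, adjusted p = 0.885) and moved lower on day 6 (0.000962; 0.758 with an estimated correlation and 0.0564 without YPPP replicate 2). Of 22 erythroid and megakaryocyte genes, 1 fell on day 3 and 1 rose on day 6 (2 up and 1 down, and 1 up, when adjusted over the list alone), and the set did not pass (0.885 and 0.276). Outside that list Hbb-y, an embryonic β-globin, rose from 48.8 ± 3.17 to 589 ± 83.1 TPM on day 3 (log2 fold change 3.56, adjusted p = 0.00201).

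The days shared 116 of the genes that rose and 190 of those that fell, where 6.80 and 11.5 were expected if the days were independent. Both days took the error of each gene from one fit, which favors shared calls and is left out of these expected numbers. The day 3 count was 230 without DMSO replicate 1, 253 without YPPP replicate 1 and 316 without YPPP replicate 2, and with replicate number as a block it was 894 (446 higher and 448 lower). The day 6 count was 515, 404, 371 and 474 without DMSO replicate 1, DMSO replicate 2, YPPP replicate 1 and YPPP replicate 2. With only the libraries of the groups compared, the counts were 319 and 179.

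**Figure D1:**
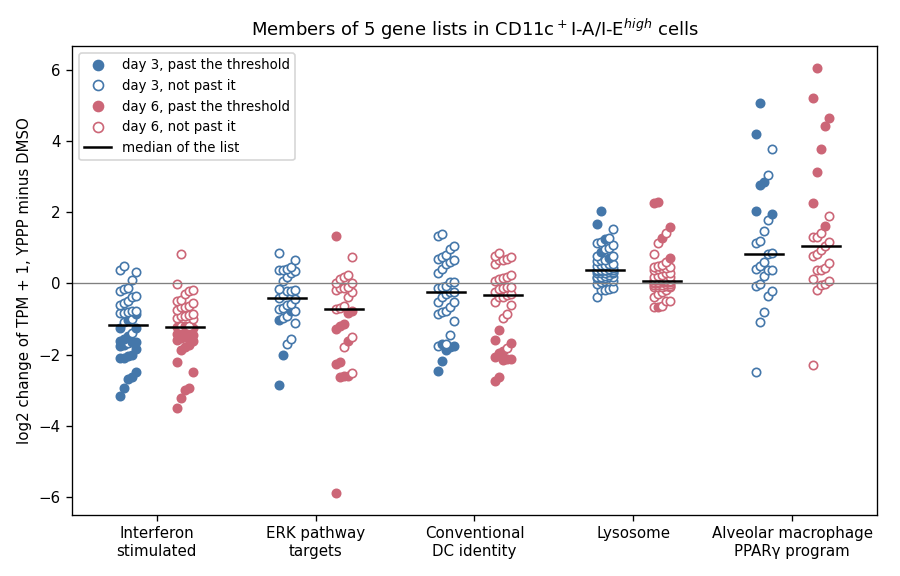
Log2 fold change (YPPP against DMSO, log2(TPM + 1) scale) of each tested gene of 5 groups in CD11c+I-A/I-E high cells, with day 3 in blue and day 6 in red. Filled points passed the test, open points did not, and black lines are medians. The median of the interferon group is -1.16 on day 3 and -1.21 on day 6, and that of the alveolar macrophage group is 0.826 and 1.04.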

Principal component analysis (PCA) based on differentially expressed genes clearly separated CD11c^+^I-A/I-E^high^ cells cultured with or without YPPP based on both location and genotype (**Figure 6C**). 

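A PCA was made of the 1000 most variable genes over the Lin(-) and CD11c+I-A/I-E high libraries, chosen without regard to any test. The Lin(-) cells lay apart from the cultured cells on the first component (77.3% of the variance), at -102.7 and -105.6 against 19.55 to 34.2. The second component (9.37%) separated the CD11c+I-A/I-E high cells by treatment, with the 4 DMSO libraries at -24.42 to -12.85 and the 4 YPPP libraries at 3.649 to 29.42. The third (4.67%) separated them by day, at -22.36 to -1.73 on day 3 and 5.899 to 20.7 on day 6. A second set, the 1000 genes most variable among the 8 CD11c+I-A/I-E high libraries alone, served to measure the share of YPPP. Within day, YPPP accounted for 53.3% of the variance of this second set. This was the highest of the 18 possible arrangements of the treatment labels within days (one-sided exact permutation p = 0.0556, the smallest that this design allows), and the next highest gave 28.7%.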

The outcomes of ChIP Enrichment Analysis (ChEA) revealed a significant enrichment of different expressed gene set, and the top 15 enriched gene set up- or down- regulated by YPPP are shown in **Supplementary Figure 8**. 

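Pparg, which encodes the nuclear receptor PPARγ, rose in all 4 comparisons. It lies on chromosome 6 of mm10 from 115361221 to 115490401. The CD11c+I-A/I-E high cells showed a rise from 6 ± 0.534 to 28.1 ± 14.7 TPM (SD, n = 2 each) on day 3, a log2 fold change of 1.96 (standard error 0.385, adjusted p = 0.0115). On day 6 its level in them rose from 9.6 ± 2.46 to 31.1 ± 0.998 TPM (log2 fold change 1.62, adjusted p = 0.0263). The CD11c+I-A/I-E int cells had 4.2 ± 2.18 and 27.1 ± 7.57 TPM on day 3 and 10 ± 2.64 and 32.2 ± 7.88 on day 6, both rises. Their log2 fold changes were 2.47 and 1.59 (adjusted p = 0.00264 and 0.0165). Fabp4, a fatty acid binding protein gene, also rose in all 4. It lies on chromosome 3 of mm10 from 10204343 to 10208576. It rose in CD11c+I-A/I-E high cells from 48.2 ± 5.46 to 369.8 ± 153 TPM on day 3 (log2 fold change 2.85, adjusted p = 0.0412). On day 6 it rose from 39.6 ± 6.45 to 1533 ± 439 TPM, a log2 fold change of 5.22 (standard error 0.718, adjusted p = 0.00102). It rose in CD11c+I-A/I-E int cells from 11.9 ± 12.1 to 277 ± 251 TPM on day 3 and from 24.4 ± 4.47 to 920.2 ± 451 TPM on day 6. These are log2 fold changes of 4.48 and 5.10 (adjusted p = 0.00322 and 0.000646). Fabp5, its paralog, lies on chromosome 3 of mm10 from 10012585 to 10016610. It rose in CD11c+I-A/I-E int cells from 396 ± 142 to 2168 ± 976 TPM on day 3 (log2 fold change 2.42, adjusted p = 0.00473). On day 6 it rose in them from 661 ± 1.1 to 3151 ± 1388 TPM (log2 fold change 2.18, adjusted p = 0.0046). Fabp5 did not pass in CD11c+I-A/I-E high cells. It measured 1874 ± 187 TPM with DMSO and 2471 ± 348 with YPPP on day 3 (adjusted p = 0.794). On day 6 it measured 1297 ± 481 and 3119 ± 159 TPM (log2 fold change 1.32, adjusted p = 0.094; unadjusted p = 0.00801, and adjusted p = 0.00950 with replicate number as a block). Several calls ended when any of 2 or more libraries was left out, which leaves 1 in its group, while the log2 fold changes stayed positive. In CD11c+I-A/I-E high cells they ranged over 1.42 to 2.5 and 1.38 to 1.86 for Pparg on day 3 and day 6 and over 2.42 to 3.29 for Fabp4 on day 3. Pparg on day 3 in CD11c+I-A/I-E high cells did not pass without DMSO replicate 1 (adjusted p = 0.0683), DMSO replicate 2 (0.0627) or YPPP replicate 1 (0.137). On day 6 in CD11c+I-A/I-E high cells it did not pass without DMSO replicate 1 (adjusted p = 0.164), DMSO replicate 2 (0.0630), YPPP replicate 1 (0.133) or YPPP replicate 2 (0.0975). On day 6 in CD11c+I-A/I-E int cells it did not pass without DMSO replicate 1 (adjusted p = 0.113) or YPPP replicate 1 (0.0913). Fabp4 on day 3 in CD11c+I-A/I-E high cells did not pass without DMSO replicate 1 (0.237), DMSO replicate 2 (0.116), YPPP replicate 1 (0.274) or YPPP replicate 2 (0.0880). It also did not pass there with a pseudocount of 0.1 (0.0648), no filter on low values (0.0649), median ratio scaling (0.0673), FPKM (0.0943) or the 16 cultured libraries alone (0.0869). Fabp5 on day 3 in CD11c+I-A/I-E int cells did not pass without DMSO replicate 2 (adjusted p = 0.0778) or YPPP replicate 1 (0.0609). With only the libraries of the groups compared, the adjusted p of Pparg was 0.0650 to 0.0787 over the 4 comparisons, and on day 3 in CD11c+I-A/I-E int cells that of Fabp4 was 0.140 and that of Fabp5 0.0898.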

And so some of genes known to be important for DC differentiation were shown (**Supplementary Figure 8E**). 

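The genes that rose under YPPP were enriched for PPAR signaling, the pathway of the fatty acid-sensing nuclear receptors, in all 4 comparisons, by a test that treats genes as independent. With camera and an estimated correlation this list did not pass in any (adjusted p = 0.856 and 0.758 in CD11c+I-A/I-E high cells on day 3 and day 6, 0.810 and 0.570 in CD11c+I-A/I-E int cells). Of its 53 tested genes, 6 were among the 256 that rose in CD11c+I-A/I-E high cells on day 3 (one-sided Fisher's exact test, adjusted p = 0.00283). On day 6, 7 were among the 347 that rose (adjusted p = 0.00236). For CD11c+I-A/I-E int cells, 7 were among 312 on day 3 (adjusted p = 0.00124) and 11 among 616 on day 6 (adjusted p = 0.000146). Each of these numbers includes the close paralogs Cyp4a12a and Cyp4a12b. The Fisher test was not repeated without single libraries or without a paralog. TGF-β signaling was enriched in CD11c+I-A/I-E high cells on day 6, with 5 of 59 genes (adjusted p = 0.0332). It was not enriched there on day 3 (1 gene, adjusted p = 0.690), nor in CD11c+I-A/I-E int cells on day 3 (1 gene, adjusted p = 0.761) or day 6 (6 genes, adjusted p = 0.146). The list named Malaria was enriched in CD11c+I-A/I-E high cells on day 6 with 4 of 39 genes (adjusted p = 0.0332), and not there on day 3 (adjusted p = 0.101) or in CD11c+I-A/I-E int cells on day 3 (0.761) or day 6 (0.555). These were Tgfb2, a TGF-β ligand, Comp, a cartilage matrix protein, Sdc2, a cell surface proteoglycan, and Hbb-b1, an adult β-globin. The call of Hbb-b1 ended without DMSO replicate 2 (adjusted p = 0.0589) or YPPP replicate 1 (0.0540). Osteoclast differentiation and cholesterol metabolism, with 94 and 31 tested genes, did not pass in CD11c+I-A/I-E high cells, at an adjusted p of 0.35 and 0.205 on day 3 and 0.24 for both on day 6. The background was the 13065 tested genes, and the adjustment covered the 5 lists. The lists were written from general knowledge of these KEGG pathways because the library of the paper was not at hand. With genes called by an unadjusted p and a log2 fold change of at least 1, TGF-β signaling (adjusted p = 0.0159) and Malaria (0.00289) passed in CD11c+I-A/I-E int cells on day 6, and Malaria (0.0284), osteoclast differentiation (0.0416) and cholesterol metabolism (0.0191) on day 3.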

The outcomes of Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis revealed a significant enrichment of different expressed gene set, and the top 10 enriched gene set up-regulated by YPPP are shown in **Figure 6D**. 

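Of 53 tested genes of PPAR signaling, 6 rose in CD11c+I-A/I-E high cells on day 3 and 7 on day 6 (8 and 7 when adjusted over the list alone), and the others did not pass. Cyp4a12a and Cyp4a12b, neighboring cytochrome P450 genes of fatty acid ω-hydroxylation and known PPAR targets, rose on day 6. Cyp4a12a rose from 1.7 ± 0.755 to 70.8 ± 14.1 TPM (SD, n = 2 each), a log2 fold change of 4.75 (standard error 0.613, adjusted p = 0.000705). Cyp4a12b rose from 0.463 ± 0.222 to 38.3 ± 8.89 TPM (log2 fold change 4.74, adjusted p = 0.000278). They lie on chromosome 4 of mm10 from 115299046 to 115332815 and from 115411624 to 115439034, and as close paralogs they can share reads. On day 3 they also rose, with log2 fold changes of 2.44 (adjusted p = 0.0413) and 2.42 (adjusted p = 0.0213). The difference of 2.31 between the days for each of Cyp4a12a and Cyp4a12b did not pass (adjusted p = 0.646 and 0.481). The CD11c+I-A/I-E int cells had 7 genes of the list that rose on day 3, and 11 rose and 3 fell on day 6 (7 up and 1 down, and 13 up and 4 down, when adjusted over the list alone). Olr1, a scavenger receptor for oxidized lipoprotein, rose there from 2.58 ± 0.622 to 24.8 ± 6.19 TPM on day 6 (log2 fold change 2.84, adjusted p = 0.000193). Against all other genes, the list moved higher on day 6 in CD11c+I-A/I-E high cells (camera, adjusted p = 0.000929) and CD11c+I-A/I-E int cells (adjusted p = 0.00104), and not on day 3 (adjusted p = 0.0850 and 0.0603). None of these sets passed with an estimated correlation (adjusted p = 0.856, 0.758, 0.810 and 0.570 for CD11c+I-A/I-E high cells on day 3 and day 6 and CD11c+I-A/I-E int cells on day 3 and day 6). The fry test asks whether a set moved in one direction against no change, and not against other genes. Its adjusted p on day 6 was 0.167 and 0.0818. The day 3 calls of Cyp4a12a and Cyp4a12b in CD11c+I-A/I-E high cells ended without DMSO replicate 1 (adjusted p = 0.156 and 0.140), DMSO replicate 2 (0.165 and 0.0779) or YPPP replicate 1 (0.359 and 0.214), and with only the libraries of the groups compared (0.132 and 0.112). They also ended with a pseudocount of 5 (adjusted p = 0.140 and 0.123), FPKM (0.151 and 0.113) or the 16 cultured libraries alone (0.0834 and 0.0502). That of Cyp4a12a ended with no filter on low values (adjusted p = 0.0649), quantile normalization (0.0560) or median ratio scaling (0.0587). The list passed on day 3 in CD11c+I-A/I-E high cells without YPPP replicate 2 (camera, adjusted p = 0.0101). It passed in CD11c+I-A/I-E int cells without DMSO replicate 1 (adjusted p = 0.0466) or YPPP replicate 2 (0.00256), and in both with genes of at least 5 TPM (0.0215 and 0.00648).

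**Figure D2:**
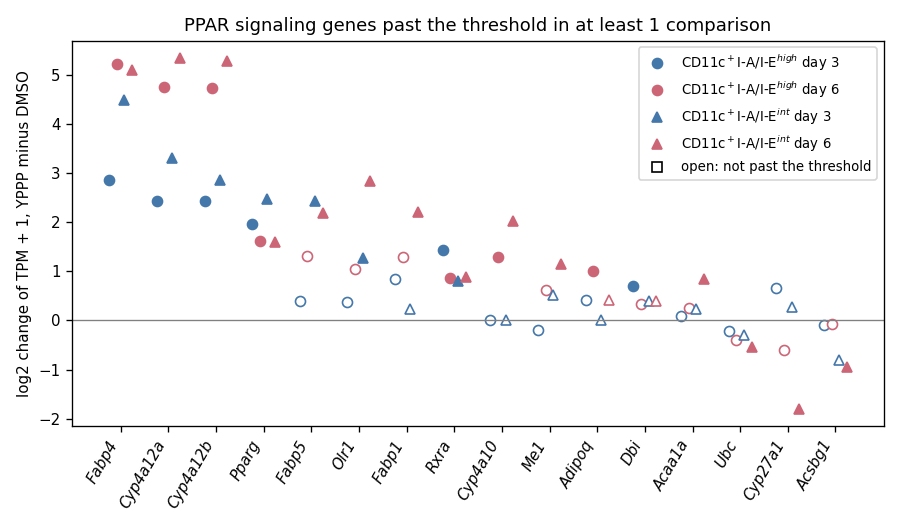
Log2 fold change (YPPP against DMSO, log2(TPM + 1) scale) of the 16 PPAR signaling genes that passed in at least 1 comparison. Circles are CD11c+I-A/I-E high cells and triangles CD11c+I-A/I-E int cells, with day 3 in blue and day 6 in red, and open symbols did not pass. On day 6 Fabp4 lies at 5.22 and 5.10.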

Within this gene set, Peroxisome Proliferator-Activated Receptor (PPAR) signaling pathway genes exhibited statistically significant upregulation in YPPP-treated CD11c^+^I-A/I-E^high^ cells when compared to DMSO-treated CD11c^+^I-A/I-E^high^ cells. The MA plot showed up-regulated several genes associated with PPARγ, and transforming growth factor (TGF)-β (**Figures 6E, F**). 

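On day 6, Cav1, which encodes caveolin-1, rose in CD11c+I-A/I-E high cells from 17.4 ± 5 to 93.1 ± 2.81 TPM (SD, n = 2 each), a log2 fold change of 2.38 (standard error 0.384, adjusted p = 0.00275). It lies on chromosome 6 of mm10 from 17306335 to 17341328. The CD11c+I-A/I-E int cells showed a rise from 13.5 ± 2.89 to 92.5 ± 23.9 TPM (log2 fold change 2.68, adjusted p = 0.000722). Hebp1, a heme-binding protein gene, measured 23.8 ± 0.216 TPM with DMSO and 82.3 ± 27.5 with YPPP in CD11c+I-A/I-E high cells (log2 fold change 1.71, adjusted p = 0.0916). This did not pass (unadjusted p = 0.00767, and adjusted p = 0.0373 with replicate number as a block). It rose in CD11c+I-A/I-E int cells from 31.2 ± 5.19 to 118 ± 40.1 TPM (log2 fold change 1.85, adjusted p = 0.0393). Hebp1 lies on chromosome 6 of mm10 from 135137519 to 135168215. Fn1, which encodes fibronectin, lies on chromosome 1 of mm10 from 71585473 to 71653234. It varied between replicates and did not pass, at 156 ± 208 and 320.1 ± 191 TPM in CD11c+I-A/I-E high cells (log2 fold change 2.35, standard error 1.52, adjusted p = 0.519). It measured 210.3 ± 285 and 509 ± 333 TPM in CD11c+I-A/I-E int cells (log2 fold change 2.83, adjusted p = 0.268). Under each replicate number Fn1 was higher with YPPP, at 9.76 and 185 TPM (replicate 1) and 303 and 455 (replicate 2) in CD11c+I-A/I-E high cells and at 8.8 and 273 TPM and 412 and 744 in CD11c+I-A/I-E int cells. Cyp4a12a rose in CD11c+I-A/I-E int cells from 1.92 ± 0.493 to 116 ± 8.31 TPM and Cyp4a12b from 0.955 ± 0.503 to 74.2 ± 11.5 TPM. Their log2 fold changes were 5.33 and 5.28 (adjusted p = 0.000158 and 6.41e-05). Among genes of TGF-β signaling, Tgfb2, the TGF-β2 ligand, rose in CD11c+I-A/I-E high cells from 0.562 ± 0.211 to 4.45 ± 0.754 TPM, a log2 fold change of 1.80 (standard error 0.133, adjusted p = 1.76e-05). Tgfb2 lies on chromosome 1 of mm10 from 186623186 to 186705992. Inhba, the activin A subunit, rose from 1.56 ± 0.272 to 18.4 ± 1.6 TPM in CD11c+I-A/I-E high cells and from 1.09 ± 0.458 to 22 ± 12.6 TPM in CD11c+I-A/I-E int cells. These are log2 fold changes of 2.93 and 3.36 (adjusted p = 0.0127 and 0.00321). Tgfbi, a matrix protein gene named for its induction by TGF-β, fell in CD11c+I-A/I-E int cells from 592 ± 106 to 112 ± 0.85 TPM (log2 fold change -2.38, adjusted p = 0.000747). The call of Hebp1 in CD11c+I-A/I-E int cells ended without DMSO replicate 1 (adjusted p = 0.101), DMSO replicate 2 (0.173), YPPP replicate 1 (0.177) or YPPP replicate 2 (0.0505). It also ended with no filter on low values (adjusted p = 0.0628), FPKM (0.0727) or the 16 cultured libraries alone (0.0612). Fn1 passed in CD11c+I-A/I-E int cells without DMSO replicate 2 (log2 fold change 5.53, adjusted p = 0.0305). The call of Inhba in CD11c+I-A/I-E high cells ended without DMSO replicate 1 (adjusted p = 0.0698), DMSO replicate 2 (0.0602), YPPP replicate 1 (0.0691) or YPPP replicate 2 (0.0715).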

Consistent with RNA-seq analysis, immunoblotting demonstrated higher expression level of fatty acid binding protein (FABP) 4, FABP5 and PPARγ in YPPP-CD11c^+^ cells compared to DMSO-CD11c^+^ cells (**Figure 6G**). Previous reports have shown that FABP family plays an important role in DC function and T cell priming (37, 38). These results provide further insight in our data that the YPPP-treated CD11c^+^I-A/I-E^high^ cells produced more IL-12p40 than DMSO-treated CD11c^+^I-A/I-E^high^ cells upon LPS and CpG stimulation (**Figure 4A**). Additionally, no significant differences were observed in the expression of the major cDC1-related genes (Xcr1, Irf8, and Batf3) between DMSO- and YPPP-treated cells (**Supplementary Figure 8E**). These results suggested that YPPP instructs the direction of DC differentiation via the activating of PPARγ and TGF-β associated genes.

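None of Xcr1, Irf8 and Batf3, genes of cDC1 identity, passed the limma test in CD11c+I-A/I-E high cells on either day (at an unadjusted p under 0.05, Xcr1 and Batf3 passed on day 3, at 0.0159 and 0.0430). Xcr1, the chemokine receptor that marks cDC1, measured 1.08 ± 0.31 TPM with DMSO and 0.378 ± 0.0573 with YPPP on day 3 (SD, n = 2 each; log2 fold change -0.59, adjusted p = 0.167). On day 6 it measured 0.387 ± 0.139 and 0.316 ± 0.175 TPM (log2 fold change -0.08, adjusted p = 0.944). Irf8, a transcription factor, lies on chromosome 8 of mm10 from 120736376 to 120756692. It measured 389 ± 57.6 and 371 ± 4.67 TPM on day 3 (log2 fold change -0.06, adjusted p = 0.989) and 583 ± 28.4 and 469.8 ± 24.6 TPM on day 6 (log2 fold change -0.31, adjusted p = 0.684). Batf3, another, lies on chromosome 1 of mm10 from 191098414 to 191108943. It measured 146 ± 17.8 and 84.6 ± 16.1 TPM on day 3 (log2 fold change -0.79, adjusted p = 0.293) and 178 ± 47.1 and 233 ± 80.1 on day 6 (log2 fold change 0.37, adjusted p = 0.72). Batf3 rose in CD11c+I-A/I-E int cells on day 6 from 41 ± 18.5 to 185 ± 19.1 TPM, a log2 fold change of 2.21 (standard error 0.349, adjusted p = 0.00143). On day 3 it measured 40.2 ± 16 and 21 ± 1.67 TPM (log2 fold change -0.85, adjusted p = 0.227; unadjusted p = 0.0301). Irf8 had log2 fold changes of -0.06 and -0.65 in CD11c+I-A/I-E int cells on day 3 and day 6 (adjusted p = 0.98 and 0.142). Those of Xcr1 were -0.45 and -0.43 (adjusted p = 0.317 and 0.219). Neither passed (unadjusted p = 0.0320 for Irf8 on day 6).

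Of 20 tested cDC1 genes, 3 rose on day 3 and 1 rose on day 6 in CD11c+I-A/I-E high cells (3 up and 1 down on each day when adjusted over the list alone). The set did not pass (camera, adjusted p = 0.885 and 0.613). Of 37 genes of conventional DC identity, 6 fell on day 3 and 11 on day 6 in CD11c+I-A/I-E high cells (2 up and 11 down, and 3 up and 12 down, when adjusted over the list alone). Haao, an enzyme of tryptophan catabolism, fell from 67 ± 5.55 to 18.9 ± 1.77 TPM on day 3 (log2 fold change -1.77, adjusted p = 0.000197). It fell from 66.8 ± 0.215 to 14.7 ± 1.64 TPM on day 6 (log2 fold change -2.12, adjusted p = 4.13e-05). Dpp4, a surface peptidase, fell from 52.3 ± 4.38 to 11 ± 1.69 TPM on day 6 (log2 fold change -2.16, adjusted p = 0.00184). Among CD11c+I-A/I-E int cells, 1 gene of this group rose and 7 fell on day 3, and 2 rose and 14 fell on day 6 (4 up and 13 down, and 2 up and 15 down, when adjusted over the list alone). One of these, Runx3, a transcription factor, fell from 38.6 ± 5.82 to 1.74 ± 0.88 TPM on day 6 (log2 fold change -3.89, adjusted p = 5.16e-05). As a set, conventional DC identity moved lower in CD11c+I-A/I-E high cells on day 3 and day 6 (camera, adjusted p = 0.0128 and 0.00688) and in CD11c+I-A/I-E int cells (adjusted p = 0.000713 and 0.00282). No such call passed with an estimated correlation (adjusted p = 0.856, 0.768, 0.637 and 0.659). The macrophage core set of 40 tested genes moved higher on day 3 in CD11c+I-A/I-E high cells (3 rose; camera, adjusted p = 0.00213) and CD11c+I-A/I-E int cells (5 rose and 2 fell; 0.00201, and 0.0863 without DMSO replicate 2). Neither passed with an estimated correlation (0.660 and 0.637). On day 6 this set did not pass in CD11c+I-A/I-E high cells (1 rose and 5 fell; 0.328, and 0.0275 without DMSO replicate 1) or CD11c+I-A/I-E int cells (4 rose and 9 fell; 0.83). Of 14 genes of MHC class II presentation, 1 rose and 3 fell on day 6 in CD11c+I-A/I-E high cells (the same numbers when adjusted over the list alone). Among them H2-Ob, a subunit of the peptide exchange inhibitor H2-O, fell from 16.3 ± 2.39 to 1.11 ± 0.599 TPM (log2 fold change -3.05, adjusted p = 0.00111). The set call of conventional DC identity ended on day 3 in CD11c+I-A/I-E high cells without DMSO replicate 1 (adjusted p = 0.0553) or YPPP replicate 1 (0.0689). It ended on day 6 in CD11c+I-A/I-E high cells without DMSO replicate 1 (adjusted p = 0.0578) and on day 3 in CD11c+I-A/I-E int cells without YPPP replicate 1 (0.209).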

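TGF-β signaling moved in few of its genes. Of 59 tested, 1 rose on day 3 and 5 rose and 1 fell on day 6 in CD11c+I-A/I-E high cells (4 up, and 6 up and 1 down, when adjusted over the list alone). Among CD11c+I-A/I-E int cells, 1 rose on day 3 and 6 rose and 3 fell on day 6 (1 up, and 6 up and 3 down, when adjusted over the list alone). As a set it moved higher on day 3 in CD11c+I-A/I-E high cells (camera, adjusted p = 0.00559) and CD11c+I-A/I-E int cells (adjusted p = 0.0340), and not on day 6 (adjusted p = 0.0695 and 0.291). With an estimated correlation neither day 3 call passed (adjusted p = 0.660 and 0.766). In fry, which tests for a move of a set in one direction against no change, the adjusted p on day 3 was 0.166 and 0.385. On day 6 in CD11c+I-A/I-E int cells, the mean of the set was 0.0870 and its median -0.0604. Id3, an inhibitor of DNA binding induced by BMP and TGF-β signals, rose in CD11c+I-A/I-E int cells on day 6 from 2.77 ± 3.29 to 97.3 ± 36.7 TPM (SD, n = 2 each), a log2 fold change of 5.00 (standard error 0.721, adjusted p = 0.000768). Ltbp1, which encodes a latent TGF-β binding protein, lies on chromosome 17 of mm10 from 75005529 to 75392967. It rose in CD11c+I-A/I-E high cells from 0.0242 ± 0.0343 to 1.94 ± 0.697 TPM on day 3 (log2 fold change 1.5, adjusted p = 0.000391), a call that ended with only the libraries of the groups compared (adjusted p = 0.0576).

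Of 30 tested genes that respond to TGF-β, written as a second list, 2 rose and 1 fell on day 3 and 3 rose and 1 fell on day 6 in CD11c+I-A/I-E high cells (3 and 2, and 8 and 2, when adjusted over the list alone). Among CD11c+I-A/I-E int cells, 3 rose and 2 fell on day 3, and 5 rose and 3 fell on day 6 (5 and 4, and 5 and 5, when adjusted over the list alone). This list did not pass in any comparison (camera, adjusted p = 0.194, 0.276, 0.218 and 0.294). Itgae, the CD103 integrin subunit, which TGF-β induces in T cells, fell in CD11c+I-A/I-E int cells from 23.2 ± 2.06 to 0.267 ± 0.0136 TPM on day 6 (log2 fold change -4.25, adjusted p = 0.00201). The day 6 set of TGF-β signaling in CD11c+I-A/I-E high cells passed without YPPP replicate 1 (adjusted p = 0.0151). The day 3 call in CD11c+I-A/I-E int cells ended without DMSO replicate 2 (adjusted p = 0.0569) or YPPP replicate 1 (0.0985). It also ended with no filter on low values (adjusted p = 0.0809), genes of at least 5 TPM (0.107), quantile normalization (0.0547) or only the libraries of the groups compared (0.0581).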

**Figure 6:**
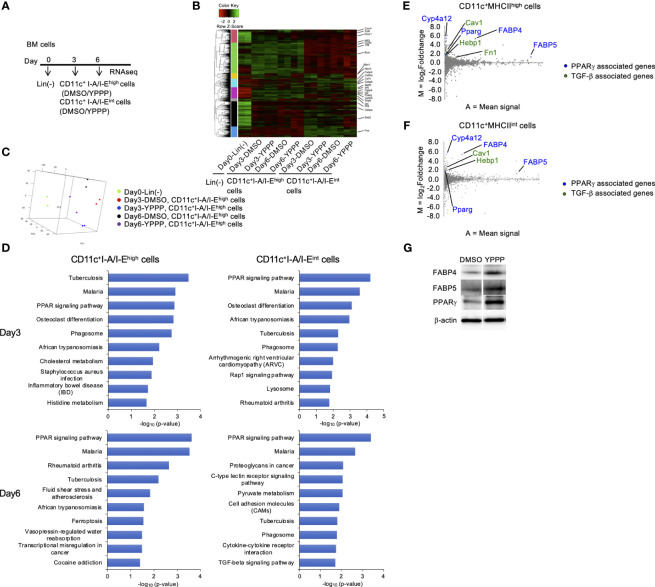
PPARγ-associated genes are increased in BM-derived CD11c^+^I-A/I-E^high^ cells induced by GM-CSF and YPPP. **(A)** Experimental scheme of RNAseq analysis. RNA extracted on day 0, 3 and 6 in GM-CSF mouse BM culture. **(B)** Heatmap of differentially expressed genes of CD11c^+^I-A/I-E^high^ cells and CD11c^+^I-A/I-E^int^ cells in BM derived CD11c^+^ cells. **(C)** PCA analysis of indicated cells. **(D)** Bar chart of top enriched terms from the KEGG_2019_Mouse gene set library. The top 10 enriched terms for the YPPP up-regulated gene set are displayed based on the -log10(p-value), with the actual p-value shown next to each term. The term at the top has the most significant overlap with the input query gene set. **(E, F)** MA plot showing differentially expressed genes in YPPP- versus DMSO-CD11c^+^I-A/I-E^high^ cells **(E)** and CD11c^+^I-A/I-E^int^ cells **(F)** on day 6. Up-regulated PPARγ and TGF-β associated genes are highlighted in the indicated colors. **(G)** Representative immunoblots of the indicated proteins in BM-derived CD11c^+^ cells induced by GM-CSF and DMSO/YPPP.

### The DCV produced by YPPP has an excellent anti-tumor activity

To investigate the *in vivo* anti-tumor potential of the DCV produced by adding YPPP, we evaluated its therapeutic efficacy against established E.G7 and B16 melanoma tumor models (**Figure 7A**). The mice were injected with E.G7 tumor cells (Day 0). On day 7, 10 and 13 post tumor inoculation, the mice were vaccinated with DMSO- or YPPP-CD11c^+^ cells cultured with GM-CSF. As shown in **Figures 7B, C**, a notable decrease in tumor growth and an improvement in survival is apparent within the DCV-administered group (both DMSO and YPPP treated-group), in comparison to the DCV-non-administered group. In addition, DMSO-CD11c^+^ cells (DMSO-DCV) were unable to suppress tumor growth completely, whereas YPPP-CD11c^+^ cells (YPPP-DCV) significantly reduced tumor growth, although they could not eradicate the tumor. These results indicated that YPPP-DCV has superior anti-tumor effects than DMSO-DCV (**Figures 7B-E**).

**Figure 7:**
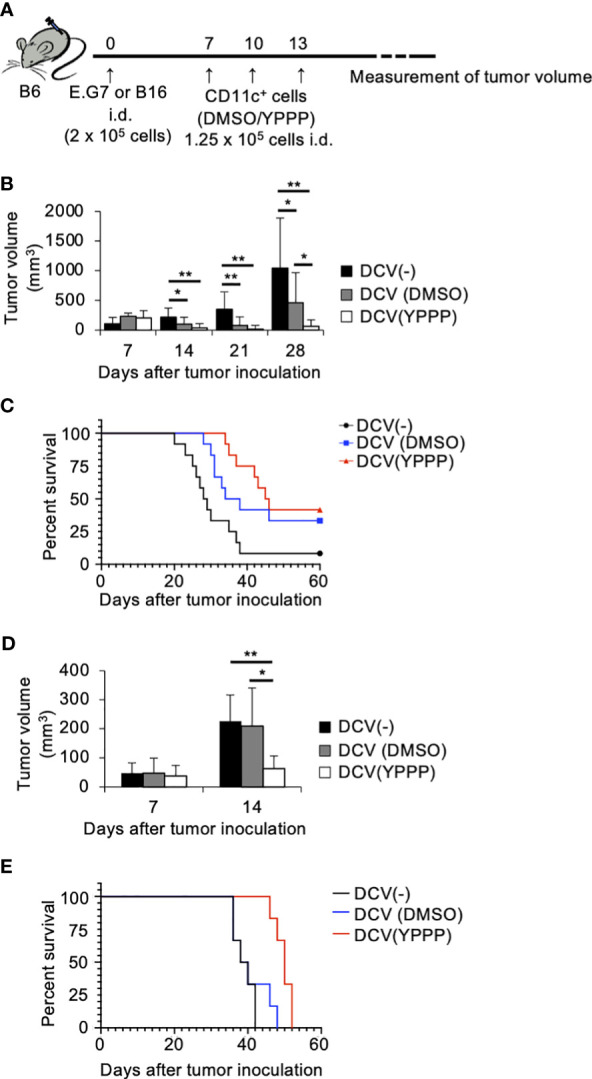
Small molecule cocktail YPPP enhances the anti-tumor activity of dendritic cells vaccine. **(A)** Schematic of tumor vaccine strategy. Mice were injected with 2 x 10^5^ E.G7 or B16 melanoma tumor cells. On the 7, 10 and 13 days after tumor inoculation, mice were vaccinated with 1.25 x 10^5^ BM-derived CD11c^+^ cells induced by GM-CSF and DMSO/YPPP. The growth or rejection of E.G7 or B16 melanoma tumor was monitored. E.G7 **(B)** or B16 melanoma **(D)** tumor volume in untreated (DCV(-)), DMSO-CD11c^+^ cells (DCV(DMSO)) or YPPP-CD11c^+^ cells (DCV(YPPP)) vaccinated mice at indicated days after tumor inoculation. Kaplan –Meier curves of E.G7 **(C)** or B16 melanoma **(E)** showing survival of mice. * *p*<0.05, ** *p*<0.01.

### YPPP-DCV enhances the efficacy of anti-PD-1 based cancer therapy

The combination of anti-PD-1, an immune checkpoint inhibitor, and other therapies has shown remarkable efficacy (39). Thus, we examined the combined anti-tumor activities of DCV with anti-PD-1 in the same tumor model as mentioned above. As shown in **Figures 8A-C**, tumor growth and mortality of the group treated with YPPP-DCV significantly reduced in the E.G7 tumor model (Log-rank test, p=0.0164), although these activities were not observed in the B16 melanoma model (**Figures 8D, E**). These results suggest that YPPP-DCV enhances the efficacy of anti-PD-1 therapy in some cancer models.

**Figure 8:**
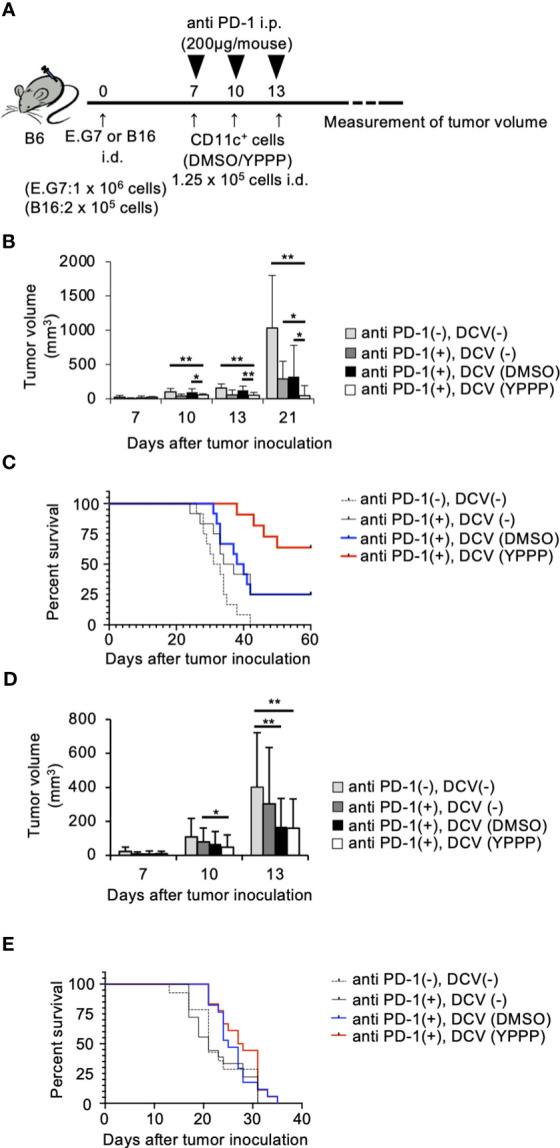
Small molecule cocktail YPPP enhances the anti-tumor activity of dendritic cells vaccine in anti PD-1 therapy. **(A)** Schematic of tumor vaccine strategy. Mice were injected with 1 x 10^6^ E.G7 or 2 x 10^5^ B16 melanoma tumor cells. On the 7, 10 and 13 days after tumor inoculation, mice were vaccinated with 1.25 x 10^4^ BM-derived CD11c^+^ cells induced by GM-CSF and DMSO/YPPP. The growth or rejection of E.G7 or B16 melanoma tumor was monitored. E.G7 **(B)** or B16 melanoma **(D)** tumor volume in untreated (anti PD-1(-), DCV(-)), anti-PD-1 treatment only (anti PD-1(+),DCV(-)), anti-PD-1 and DMSO-CD11c^+^ cells (anti PD-1(+), DCV(DMSO)) or YPPP-CD11c^+^ cells (anti PD-1(+), DCV(YPPP)) vaccinated mice at indicated days after tumor inoculation. Kaplan –Meier curves of E.G7 **(C)** or B16 melanoma **(E)** showing survival of mice. * *p*<0.05, ** *p*<0.01.

## Discussion

In this study, we screened small molecule inhibitor cocktails and discovered that a particular cocktail, YPPP promoted DC differentiation in GM-CSF mouse BM cultures. DCs induced with YPPP produced more IL-12 upon LPS stimulation, leading to a strong promotion of cytotoxic T cell activation and proliferation. In addition, we found that DCs induced by YPPP had a synergistic effect with anti-PD-1 therapy, resulting in high anti-tumor activity.

Previous report has demonstrated that GM-CSF-induced BMDC consist of two subsets: CD11c^+^I-A/I-E^high^ cells (GM-DC) and CD11c^+^I-A/I-E^int^ cells (GM-Mac). The CD11c^+^I-A/I-E^high^ cells originate from CDP, while CD11c^+^I-A/I-E^int^ cells were derived from common monocyte progenitor (cMoP) and monocytes (33). As shown in **Figure 1B**, the predominant fraction form BM cultured with YPPP is CD11c^+^I-A/I-E^high^ cells when compared with DMSO-control. The total cell number of CD11c^+^I-A/I-E^high^ cells shows no significant difference between control and 16th group. (**Figure 1D**). However, the total cell number of CD11c^+^I-A/I-E^int^ cells of 16th group is markedly reduced when compared with control (**Figure 1F**). Consequently, it is likely that YPPP suppresses the differentiation of cMoP and monocytes into CD11c^+^I-A/I-E^int^ cells, rather than promoting the differentiation from CDP into CD11c^+^I-A/I-E^high^ cells.

Previous reports have demonstrated that a specific ROCK inhibitor, Y27632, is protected from apoptosis in hES cells, and regulates morphology and function in human monocyte-derived DCs (40–42). Moreover, MEK mitogen-activated protein kinase inhibitors, such as PD0325901 and PD98059, are negatively regulates cytokine production in macrophages (43, 44). Furthermore, FGF receptor inhibitor, PD173074, plays an essential role in osteocyte differentiation (44). However, most of these studies focused on short-term administration of small molecule compounds, and the effects of their long-term administration are largely unknown. Additionally, it has been reported that high doses of PD98059 (25μM or 50μM) induce apoptosis in human monocyte derived DCs (45, 46). Conversely, low concentrations of PD98059 (6.3μM) contribute the CD11c^+^I-A/I-E^high^ cells differentiation in GM-CSF-induced BMDC with other small compounds. It is important to note that none of the compounds exhibit any toxicity for BMDCs in our experimental condition. Our data provide novel insights for understanding DC differentiation and activation.

The role of PPARγ in the differentiation and function of myeloid cells has yielded conflicted results (47, 48). The previous study has reported pharmacological inhibition of PPARγ induces differentiation and immunogenic function of human monocyte-derived DCs (48). Our research demonstrated an up-regulation of PPARγ and its-associated genes (FABP4 and FABP5) in the YPPP-treated DCs. These cells exhibited increased capacity for IL-12 production, CD8^+^ T cell proliferation, and induction of IFN-γ^+^ CD8^+^ T cells. Moreover, previous study has reported that both FABP4 and FABP5 play a role in IL-12 production and T cell priming in human monocyte-derived DCs (37, 38). Therefore, the enhancement PPARγ signaling contributes to the increased DC function in the YPPP-treated DC.

We observed strong suppression of phosphorylation of C/EBPα (Ser21) in YPPP-CD11c^+^ cellsafter LPS stimulation, while pSer21 C/EBPα was remarkably increased in DMSO- CD11c^+^ cells. A previous study reported that the phosphorylated C/EBPα (Ser21) inhibits IL-12/IL-23 expression (36), suggesting that YPPP induces high IL-12 production by suppressing C/EBPα activation. Further studies are required to clarify the detailed mechanism how YPPP affects the C/EBP pathway upon LPS stimulation, as YPPP may prevent ERK1/2-dependent C/EBPα activation and impair Ser21 phosphorylation of C/EBPα.

It has been reported that GM-CSF-induced monocyte-derived DC exhibit a restricted ability to migrate during lymph nodes (49). Therefore, the limited effectiveness of the DC vaccine could be a result of protocols that fail to induce an optimal T cell priming. Endogenous DCs are required for T cell priming upon injection of antigen-loaded exogenous DCs (50, 51). In our study, we utilized ova peptide-loaded GM-CSF-induced BMDCs for DC vaccine in E.G7 tumor model. We demonstrated a significant reduction in tumor growth and an improvement in survival within the YPPP-treated DC-administered group. Furthermore, we confirmed that YPPP-treatment led to an up-regulation CCR7 in the DCs, a critical chemokine receptor facilitating the migration of DCs into the lymph node. While both exogenous and endogenous DCs play a role in T cell priming, it is likely that YPPP-treated DCs efficiently migrate lymph node and act as a source of antigen.

The YPPP-treated CD11c^+^ cells were included the CD11c**^+^** I-A/I-E^high^ cells and CD11c^+^I-A/I-E^int^ cells. The YPPP-treated CD11c**^+^** I-A/I-E^high^ cells demonstrated more CD8^+^ T cell proliferation and IFN-γ cell-inducing abilities compare with the YPPP-treated CD11c^+^I-A/I-E^int^ cells. These data demonstrated that YPPP-treated CD11c**^+^** I-A/I-E^high^ cells possesses significantly superior dendritic cell capabilities. Consequently, it is suggested that YPPP-treated CD11c**^+^** I-A/I-E^high^ cells may exbibit and contribute anti-tumor effect *in vivo*.Our data showed that *in vivo* anti-tumor activity of YPPP-DCV was superior to that of DMSO-DCV in E.G7 or B16 melanoma-bearing mouse models. However, our results with YPPP-DCV are consistent with a previous report−the complete elimination of tumor growth was not achieved; therefore, further therapeutic modifications are required to address this issue. The efficacy of DCV in combination with anti-PD-1 therapy has been reported (23, 24). Moreover, the combination of antibodies that block these other inhibitory receptors is expected to enhance the anti-tumor effect of DCV. Our experiments focused in the E.G7 tumor cells, which have shown sensitivity to anti-PD-1 in previous studies (52), and B16 melanoma cells, in which little effect was observed (53). The combined effect of anti-PD-1 and DCV was more prominent for E.G7, especially for YPPP-DCV, showing strong tumor growth suppression and improved survival. However, the anti-tumor activity of YPPP-DCV was limited in the B16 melanoma model, suggesting that the combination therapy with YPPP-DCV and anti-PD-1 provides more effective anti-tumor immunity against anti-PD-1-sensitive cancer cells.

The potential of administration of GM-CSF based therapy to cancer patients has been suggested (54). Therefore, co-administration of YPPP and GM-CSF with anti-PD-1 to tumor-bearing mouse model is expected to be effective. However, the dose of GM-CSF was critical for anti- or pro-tumorigenic effect in human (54). Thus, the fine turning of GM-CSF and YPPP concentrations will be necessary. On the other hand, the YPPP-DCV is a simpler approach. Therefore, we propose development of DCV with small molecule inhibitors, combined with anti-PD-1 therapy to enhance *in vivo* anti-tumor activity. To achieve successful cancer immunotherapy, a more detailed mechanistic understanding of YPPP-DCV and further strategies to overcome tumor immunosuppressive mechanisms will be essential.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov; GSE239334.

## Ethics statement

The animal study was approved by the Animal Research Committee at Kanazawa Medical University (Approval No.:2020-30, 2022-17). The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

SM: Funding acquisition, Investigation, Formal Analysis, Writing – original draft. HU: Formal Analysis, Investigation, Methodology, Writing – review & editing. FS: Investigation, Writing – review & editing, Data curation. CO: Data curation, Investigation, Writing – review & editing. SS: Writing – review & editing. YN: Writing – review & editing, Formal Analysis, Methodology. NO: Supervision, Methodology, Writing – review & editing, Conceptualization, Funding acquisition, Investigation.

# Supplementary material for: An optimized cocktail of small molecule inhibitors promotes the maturation of dendritic cells in GM-CSF mouse bone marrow culture
**Source:** Front Immunol. 2023 Oct 13;14:1264609. doi: 10.3389/fimmu.2023.1264609
**Supplement:** Supplementary file 1

A

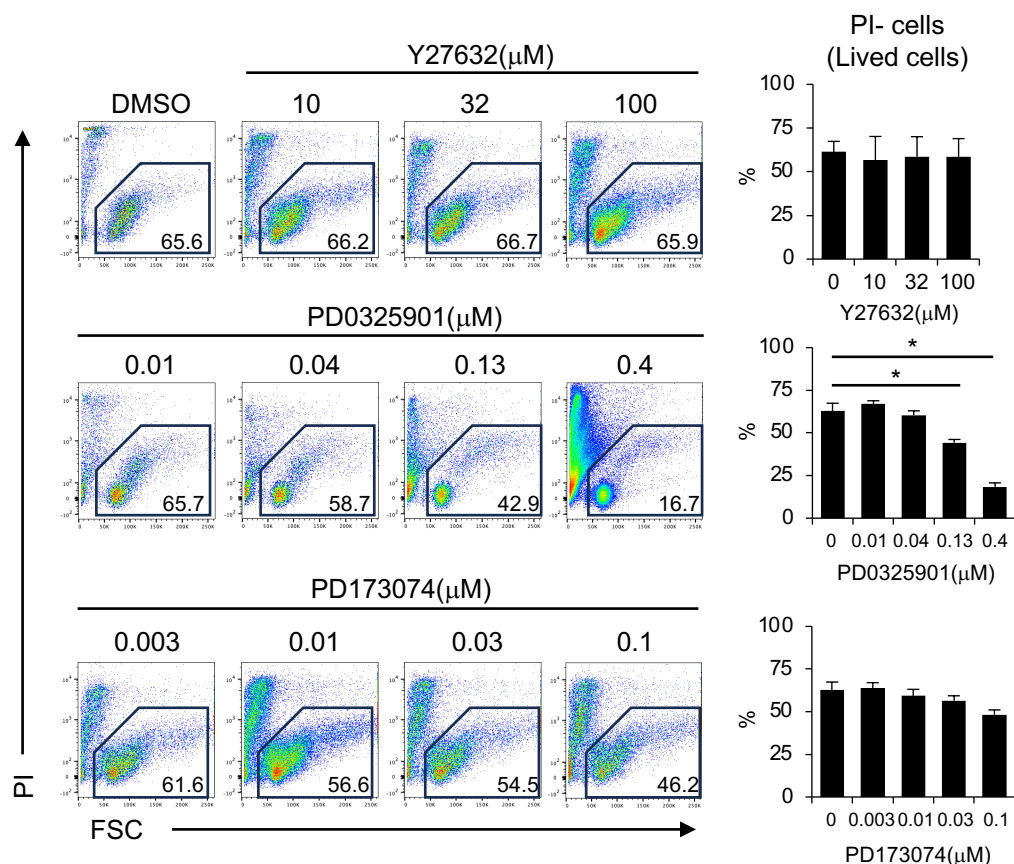

B

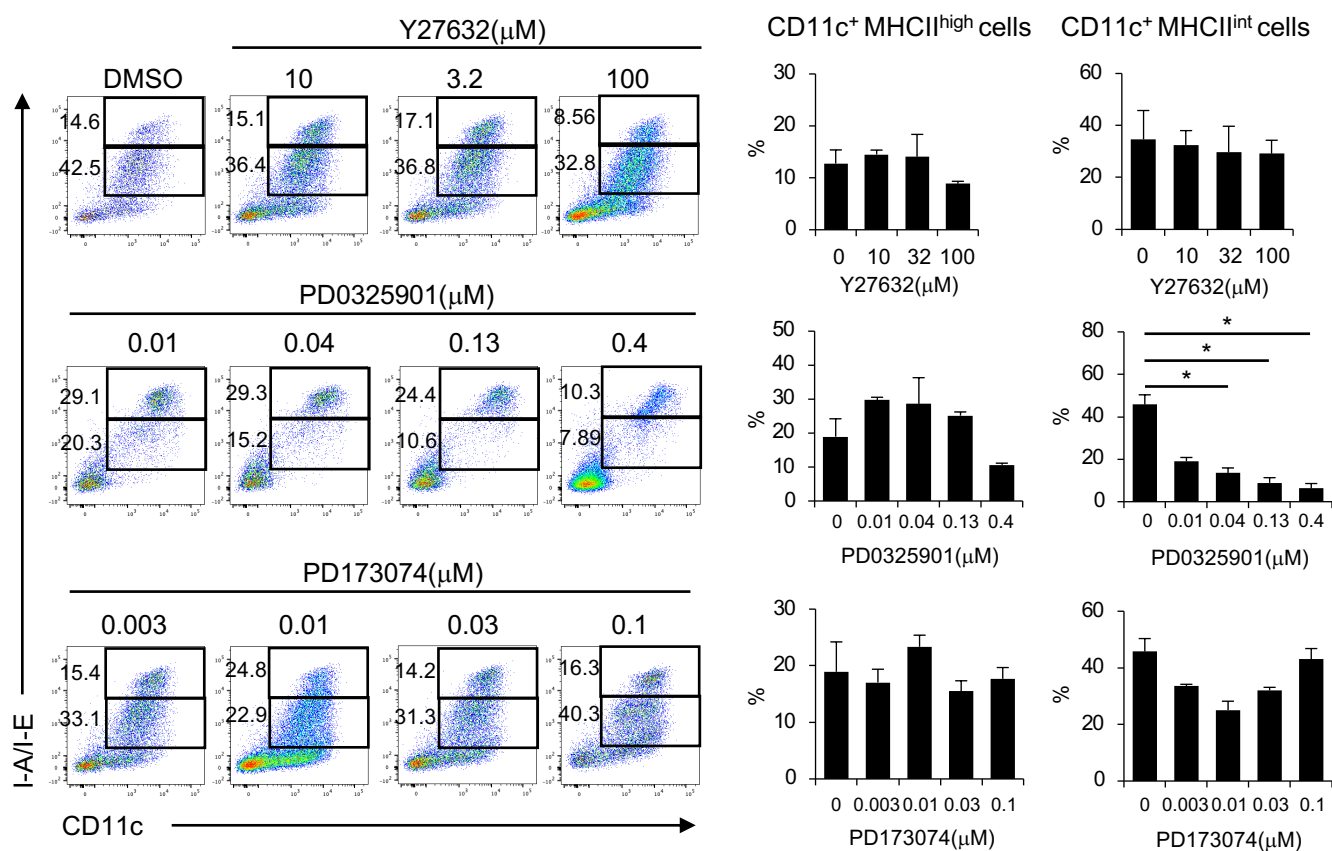

Supplementary Figure 1. Preliminary tests of optimal concentrations of Y27632, PD0325901 and PD173074 for DC induction in GM-CSF mouse BM culture.

BM cells were cultured with GM-CSF and indicated small molecule inhibitor for 6 days. Day 6, Cells were analyzed by flow cytometry. (A) The percentages of PI- cells (Lived cells). (B) The percentages of CD11c⁺I-A/I-E^{high} cells (Upper fraction) and CD11c⁺I-A/I-E^{int} cells (Lower fraction).

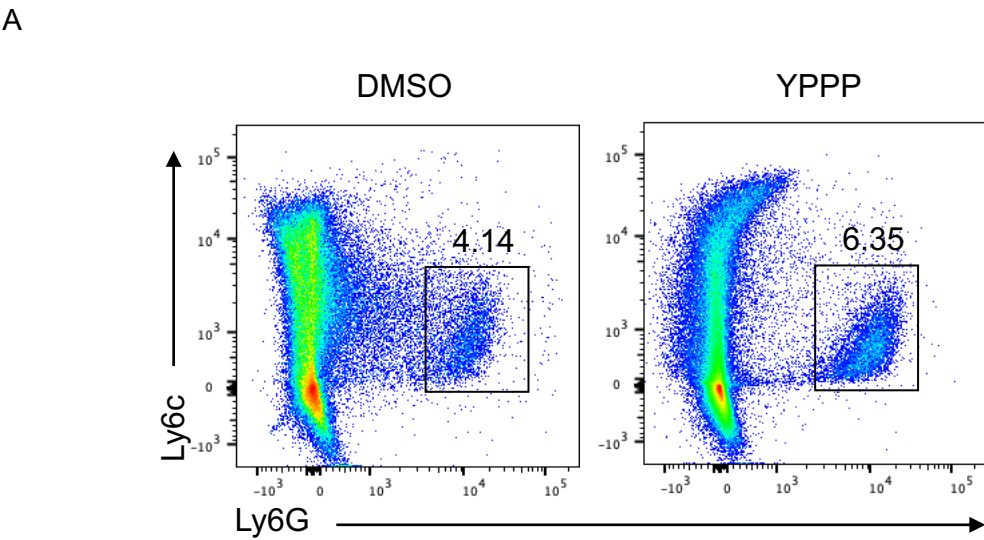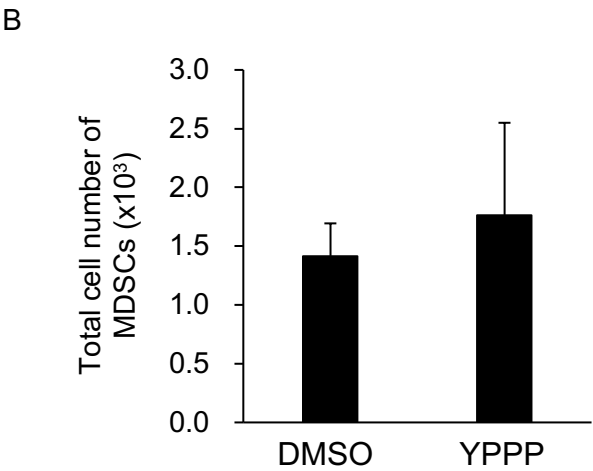

Supplementary Figure 2. The effect of YPPP on MDSCs differentiation. BM cells were cultured with GM-CSF and DMSO/YPPP. (A) The percentage, and (B) total cell number of Ly6G^{high}Ly6c^{int} cells (MDSCs) on day 6. Data are representative of three independent experiments. Data are shown as the mean ± SEM of three independent experiments.

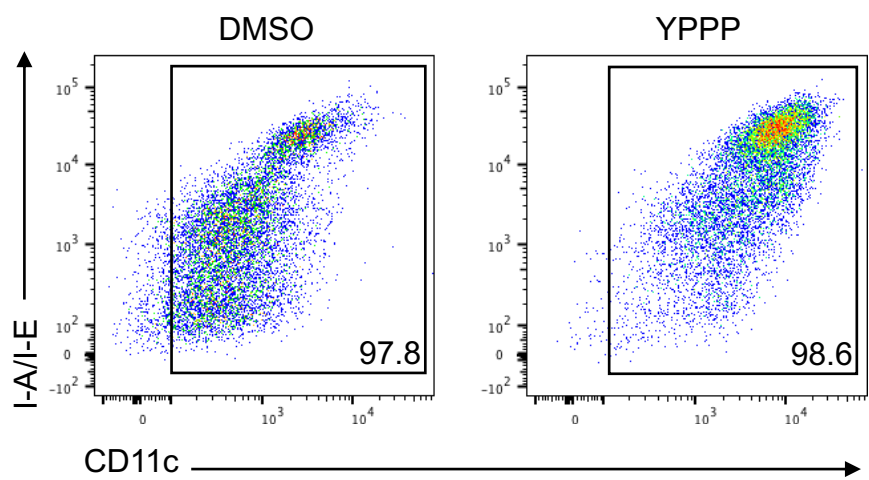

Supplementary Figure 3. FACS analysis of CD11c⁺ cells sorted from BM cells culturing with GM-CSF and DMSO/YPPP for 6 days. Data are representative of three independent experiments.

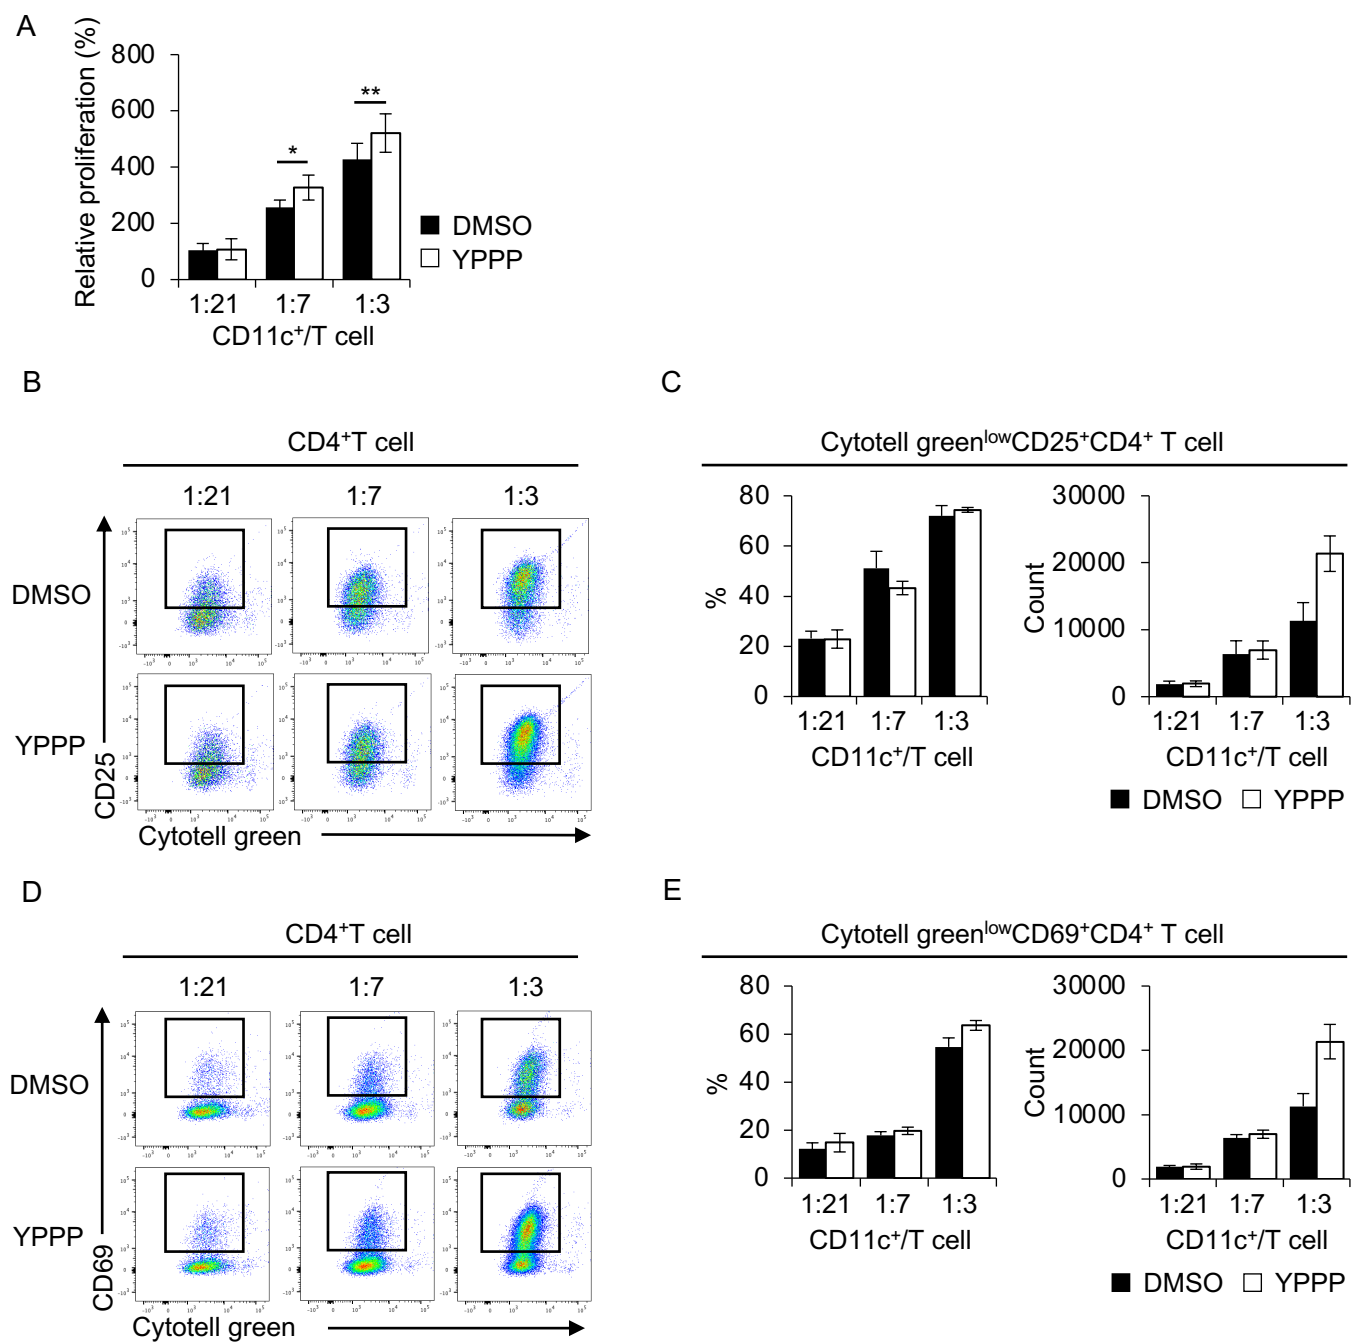

Supplementary Figure 4. BM-derived CD11c⁺ cells induced by GM-CSF and YPPP augments the activation of OT-II T cells in vitro. DMSO- or YPPP-BM derived CD11c⁺ cells were incubated with OVA₃₂₃₋₃₃₉ peptide and co-cultured with Cytotell green labeled naive splenic Thy1.2⁺ cells. T cell proliferation and expansion were assessed on 5 days after co-culture. (A) T cell proliferation assay measured by Cell Counting Kit 8 (CCK-8). The relative proliferation of OT-II T cells in indicated BM derived CD11c⁺ cells and T cells ratios at day 5 were calculated as the ratio of proliferation to CD11c⁺/T cell. (B, D) FCM analysis of Cytotell green^{low}CD25⁺CD4⁺ T cells (B) and Cytotell green^{low}CD69⁺CD4⁺ T cells (D). (C, E) Frequency (left) and number (right) of the indicated cells. Data in the bar graph are mean $\pm$ SD of triplicate wells for the representative experiment shown. * p <0.05, ** p <0.01

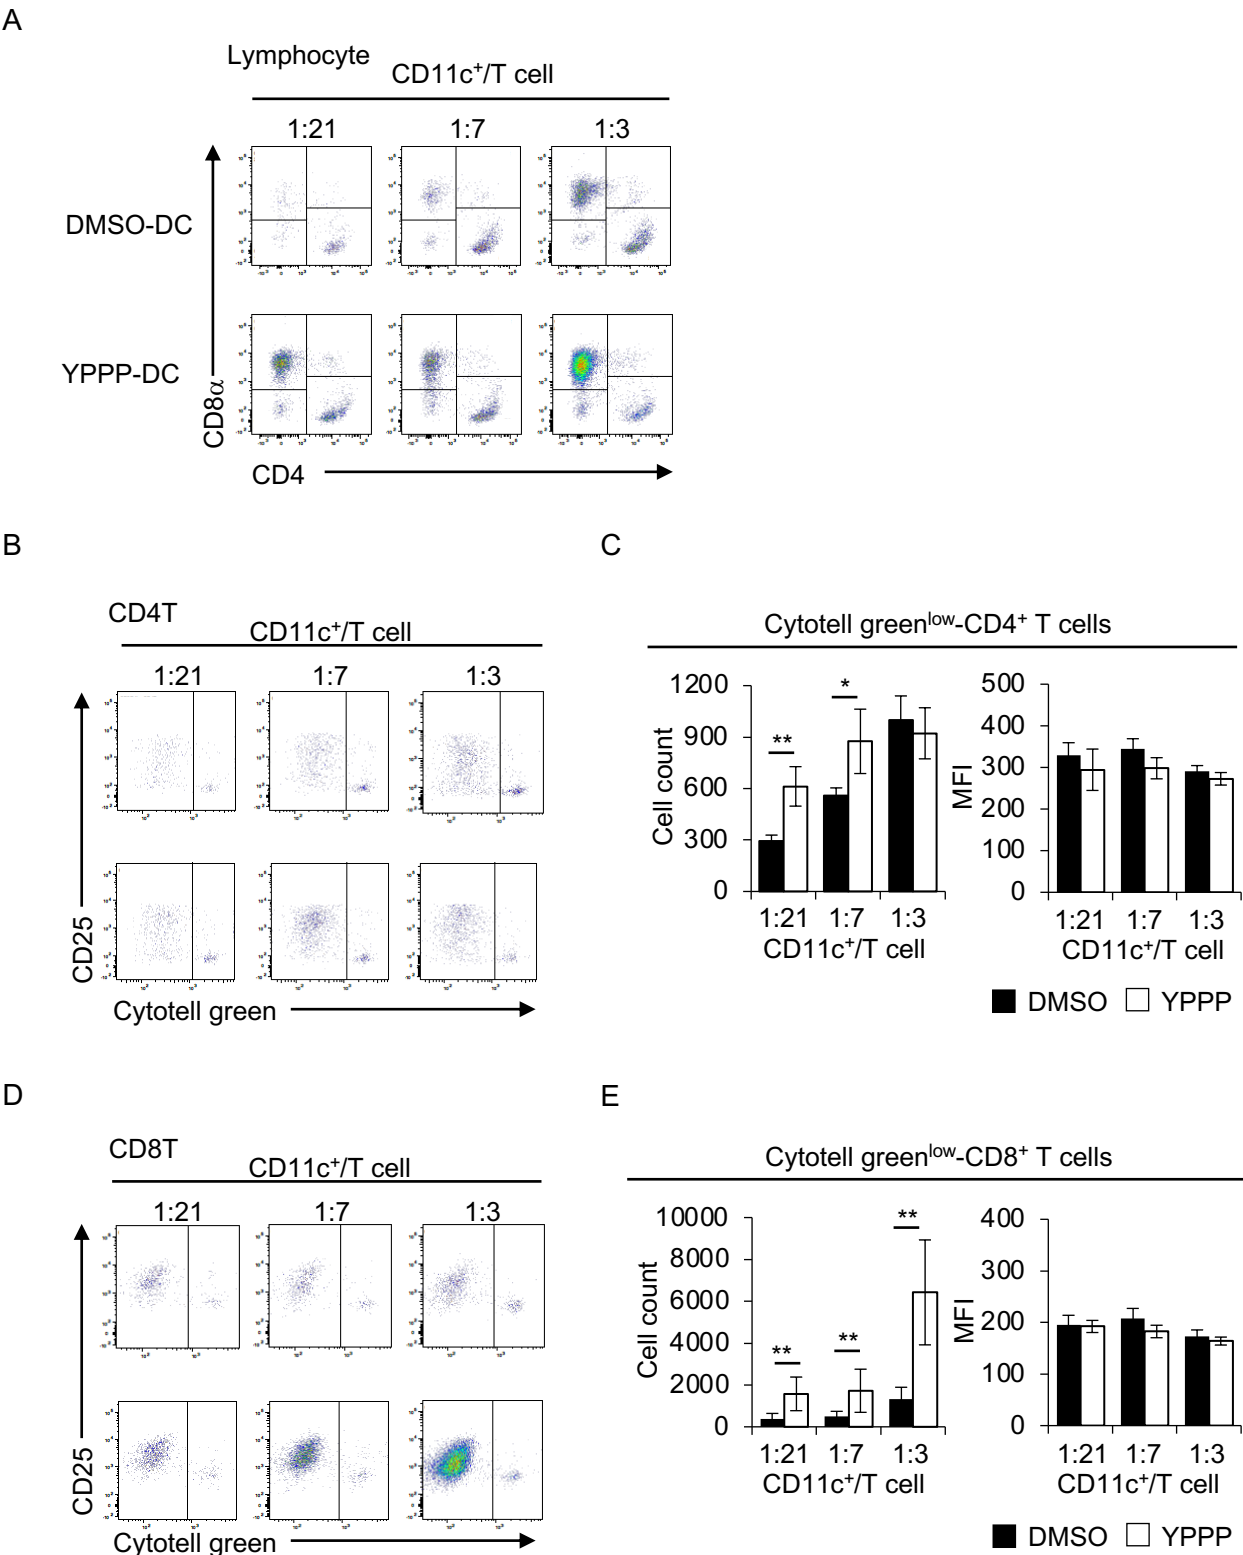

Supplementary Figure 5. BM derived CD11c⁺ cells induced by GM-CSF and YPPP augments the activation of peripheral BALB/c T cells in vitro.

A

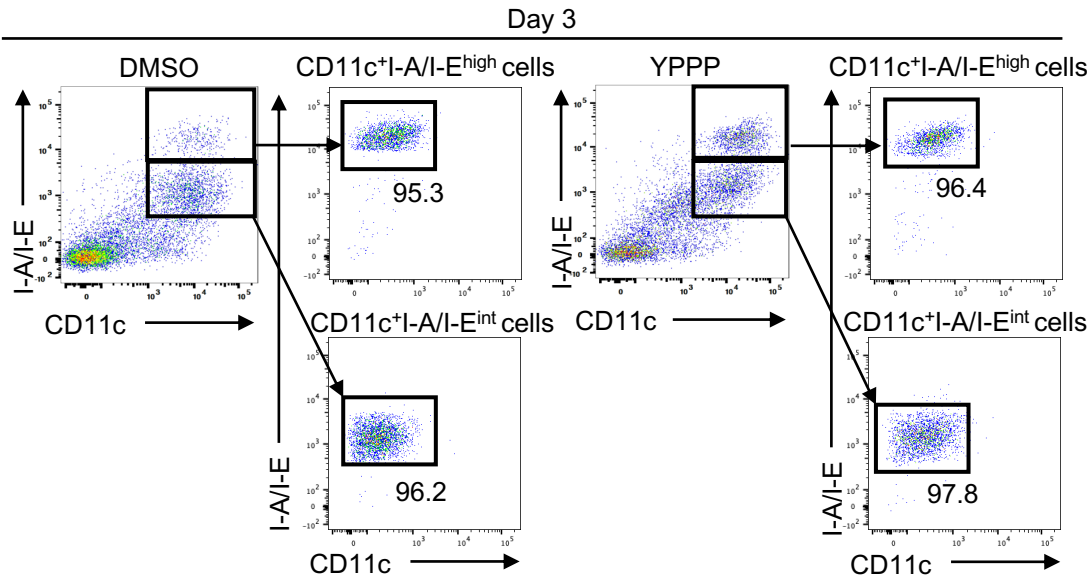

B

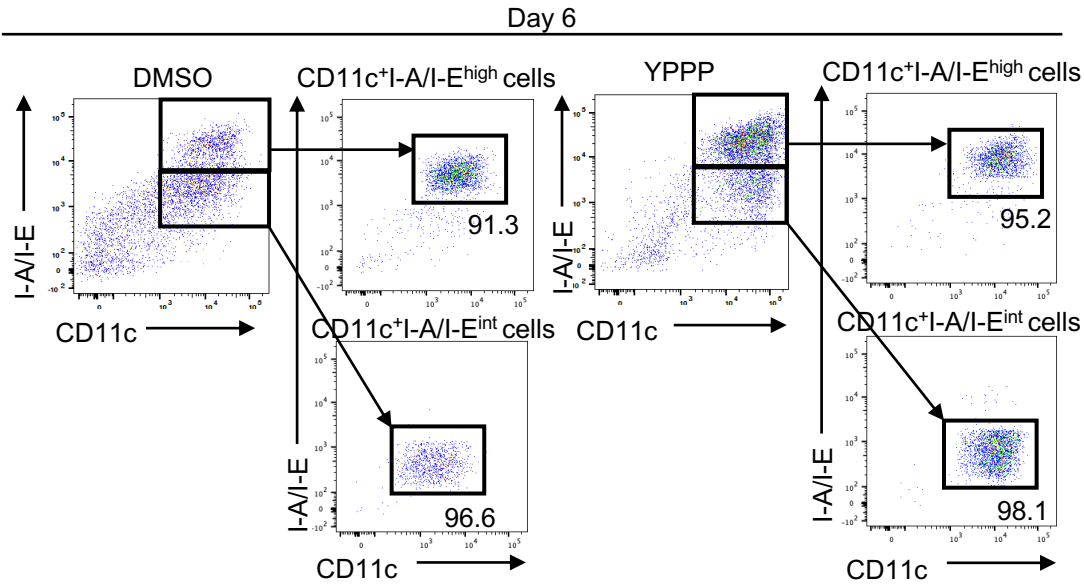

Supplementary Figure 6. CD11c⁺I-A/I-E^{high} cells and CD11c⁺I-A/I-E^{int} cells were sorted from BM cells culturing with GM-CSF and DMSO/YPPP for 3 or 6 days (purify≥90%). Upper-left panel shows the expression of CD11c⁺I-A/I-E^{high} cells and CD11c⁺I-A/I-E^{int} cells in BM cells culturing with GM-CSF with DMSO for 3 days. Upper-right panel shows the expression of CD11c⁺I-A/I-E^{high} cells and CD11c⁺I-A/I-E^{int} cells in BM cells culturing with GM-CSF and YPPP for 3 days. Lower-left panel shows the expression of CD11c⁺I-A/I-E^{high} cells and CD11c⁺I-A/I-E^{int} cells in BM cells culturing with GM-CSF with DMSO for 6 days. Lower-right panel shows the expression of CD11c⁺I-A/I-E^{high} cells and CD11c⁺I-A/I-E^{int} cells in BM cells culturing with GM-CSF and YPPP for 6 days.

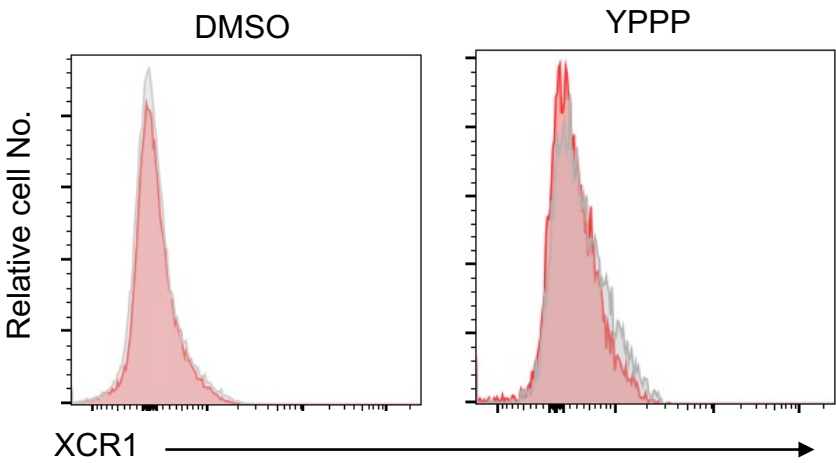

Supplementary Figure 7. Representative histograms of the indicated XCR1 expresion on the DMSO- and YPPP- treated CD11c⁺ cells. The red area shows the isotype control and the gray area shows the XCR1 expression. The data are representative of three independent experiments.

A

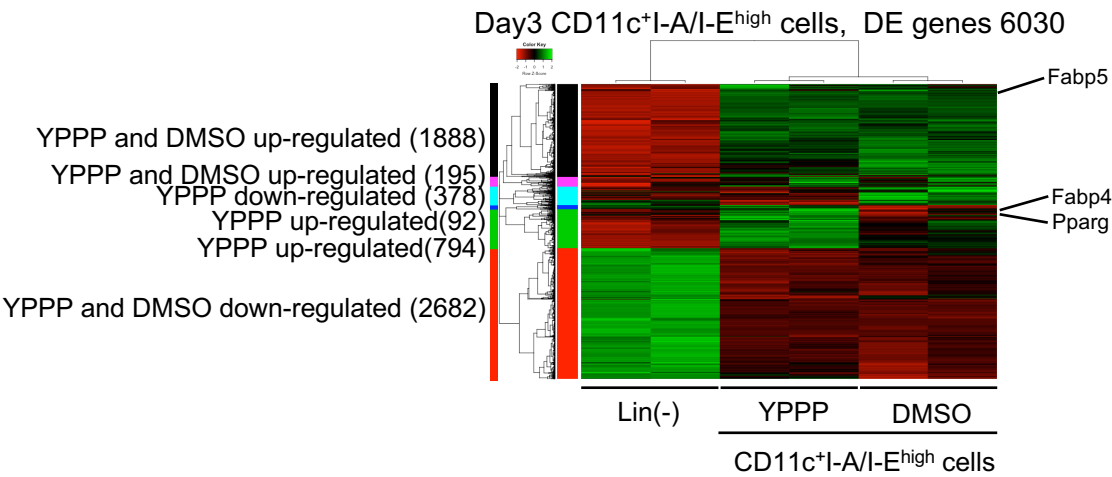

B

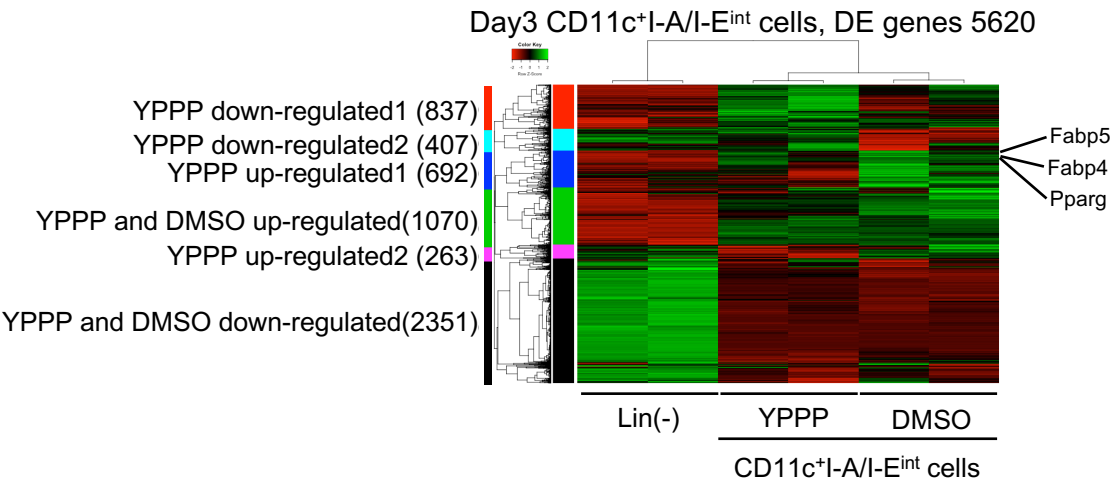

C

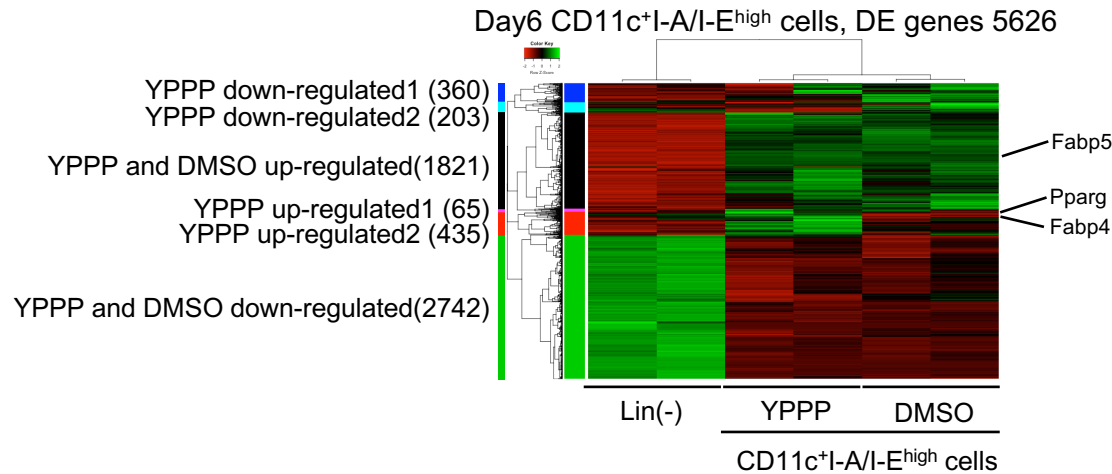

D

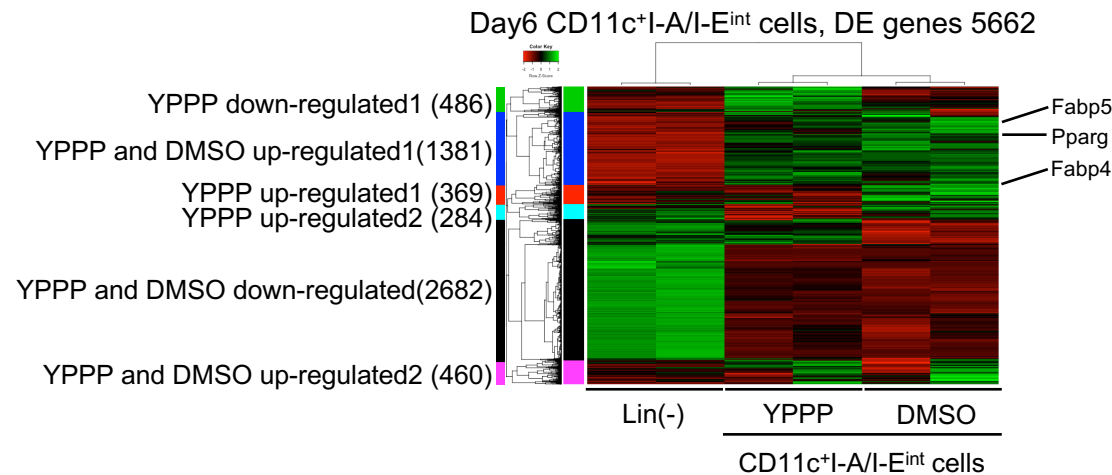

E

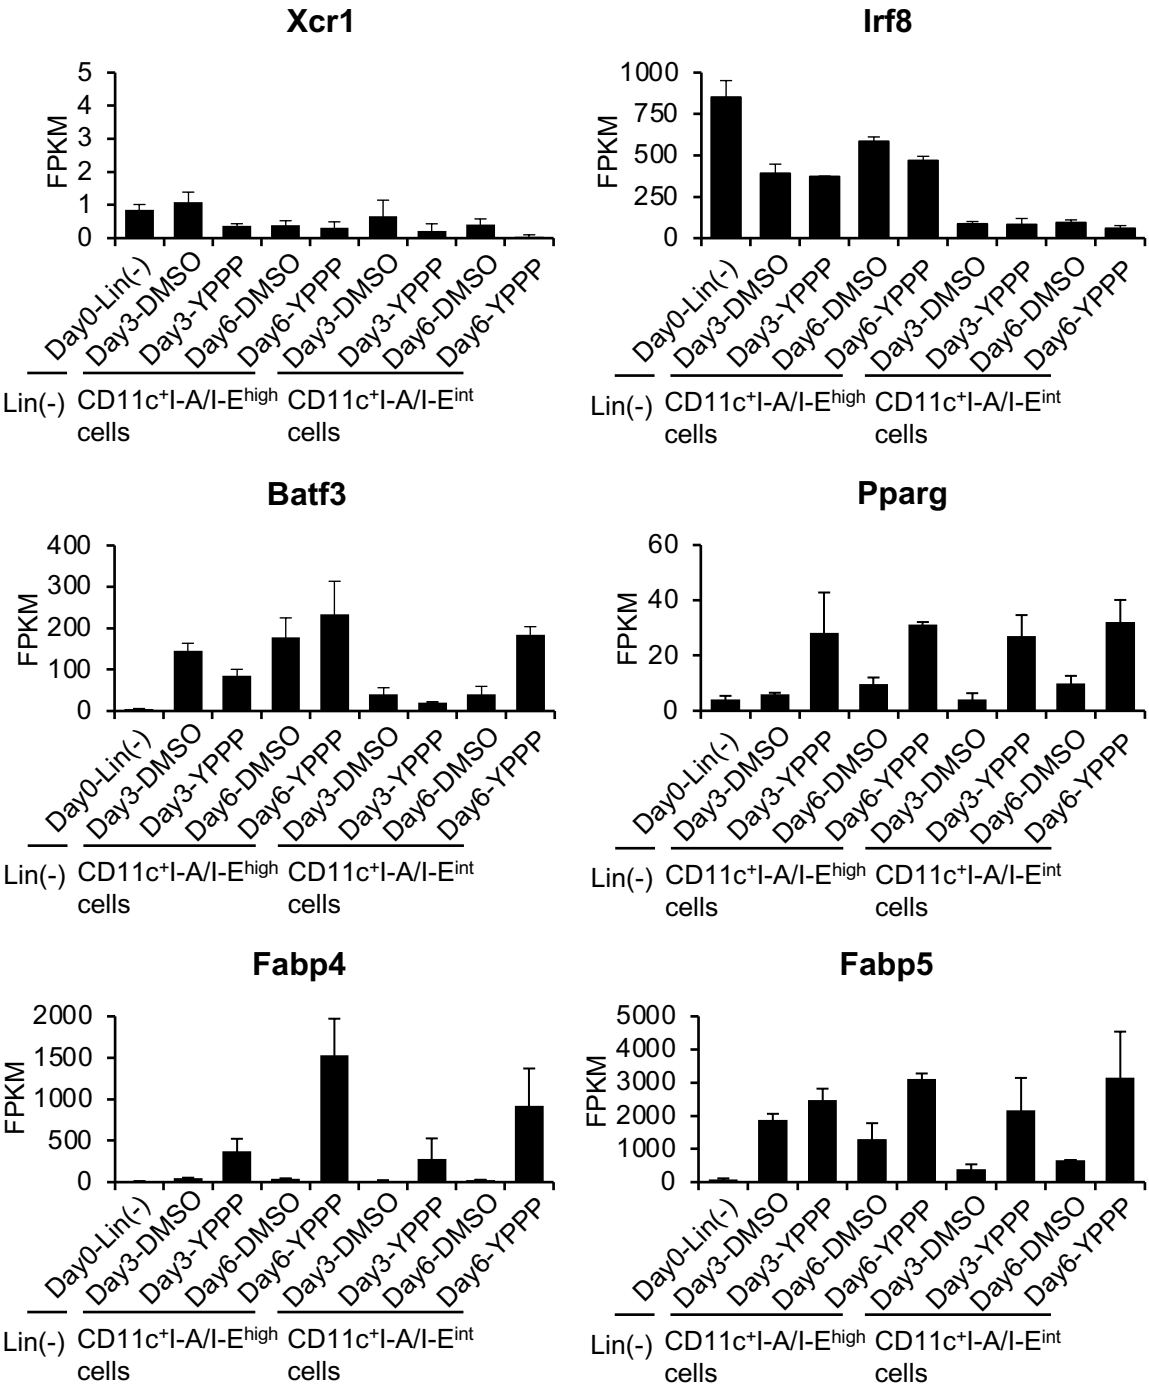

Supplementary Figure 8. RNAseq analysis of CD11c⁺I-A/I-E^{high} cells and CD11c⁺I-A/I-E^{int} cells in dendritic cell vaccines.

(A-D) Heatmap of differentially expressed genes of CD11c⁺I-A/I-E^{high} cells cultured for 3 or 6 days (A, C), and of CD11c⁺I-A/I-E^{int} cells cultured for 3 or 6 days (B, D). 

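YPPP changed 715 genes in CD11c+I-A/I-E int cells on day 3 (312 higher and 403 lower) and 1762 on day 6 (616 higher and 1146 lower). Pla1a, a phosphatidylserine-specific phospholipase gene, rose on day 6 from 2.39 ± 1.11 to 174 ± 0.972 TPM (SD, n = 2 each), a log2 fold change of 5.73 (standard error 0.38, adjusted p = 2.46e-06). It lies on chromosome 16 of mm10 from 38396117 to 38433145. Foxf2, a forkhead transcription factor, rose on day 3 from 0.13 ± 0.124 to 10.9 ± 3.18 TPM (log2 fold change 3.37, adjusted p = 8.88e-05). Retnla, a secreted protein of alternatively activated macrophages, rose on day 6 from 0.359 ± 0.508 to 46.4 ± 3.14 TPM (log2 fold change 5.18, adjusted p = 0.000149). Hgfac, an activator of hepatocyte growth factor, fell on day 3 from 37 ± 11.3 to 0.215 ± 0.303 TPM, a log2 fold change of -4.96 (standard error 0.327, adjusted p = 9.75e-06). On day 6, Cdh1, which encodes E-cadherin, fell from 225 ± 123 to 4.58 ± 0.602 TPM (log2 fold change -5.23, adjusted p = 0.000146). Fndc5, the precursor of irisin, fell from 41.8 ± 8.08 to 0.177 ± 0.111 TPM (log2 fold change -5.18, adjusted p = 1.16e-06). Fcgr1, the high-affinity receptor for IgG, fell from 131 ± 22.9 to 17.3 ± 3.32 TPM (log2 fold change -2.85, adjusted p = 0.00108).

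Of 42 interferon-stimulated genes, 15 fell on day 3 and 24 on day 6 (21 and 29 when adjusted over the list alone), and the others did not pass. The set moved lower (camera, adjusted p = 1.73e-17 and 5.7e-12; adjusted p = 0.185 and 0.287 with an estimated correlation). Of 31 ERK pathway targets, 7 fell on day 3, and 17 fell and 1 rose on day 6 (3 up and 14 down, and 2 up and 17 down, when adjusted over the list alone). They moved lower as a set (camera, adjusted p = 2.51e-06 and 5.9e-06; adjusted p = 0.327 and 0.287 with an estimated correlation). Egr1 fell from 188 ± 31.7 to 0.426 ± 0.265 TPM on day 6 (log2 fold change -7.06, adjusted p = 2.1e-06). Of 27 genes of the alveolar macrophage PPARγ program, 9 rose and 2 fell on day 3, and 11 rose and 1 fell on day 6 (15 and 2, and 14 and 2, when adjusted over the list alone). This program moved higher (camera, adjusted p = 1.58e-07 and 6.41e-09; adjusted p = 0.487 and 0.287 with an estimated correlation). Of 48 cell cycle genes, 1 fell on day 3 and 22 fell on day 6 (31 on day 6 when adjusted over the list alone). The set moved lower on day 3 and day 6 (camera, adjusted p = 1.32e-05 and 1.59e-10; adjusted p = 0.637 and 0.566 with an estimated correlation). Plk1, a mitotic kinase, fell from 53.2 ± 9.77 to 17.8 ± 1.64 TPM (log2 fold change -1.52, adjusted p = 0.000233). Kif23, a kinesin of cytokinesis, fell from 32.2 ± 5.29 to 7.14 ± 2.48 TPM (log2 fold change -2.05, adjusted p = 0.00105). Of 44 genes of mitochondrial oxidative phosphorylation, 15 rose on day 6 (18 when adjusted over the list alone; camera, adjusted p = 1.59e-10; adjusted p = 0.287 with an estimated correlation). Of 26 monocyte genes, 2 rose and 4 fell on day 3, and 1 rose and 10 fell on day 6 (3 and 4, and 1 and 11, when adjusted over the list alone). Of 27 neutrophil genes, 3 fell on day 3 and 5 fell on day 6 (1 up and 4 down, and 6 down, when adjusted over the list alone). The median log2 fold change of the neutrophil list was 0.818 on day 3 (camera, adjusted p = 0.671). The set moved higher on day 3 without DMSO replicate 1 (0.000524) and lower without DMSO replicate 2 (0.0261). On day 6 the median was -1.28 (adjusted p = 0.00528; 0.675 with an estimated correlation, 0.0764 without DMSO replicate 1 and 0.385 without YPPP replicate 2).

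On day 6, CD11c+I-A/I-E int and CD11c+I-A/I-E high cells shared 192 genes that rose and 333 that fell, where 16.4 and 39.1 were expected if they were independent. The log2 fold changes of all tested genes correlated across genes with r = 0.749. Day 3 gave 124 and 157 shared genes, where 6.11 and 10.4 were expected. Both subsets took the error of each gene from one fit, which favors shared calls and is left out of the expected numbers. A moderated F test among Lin(-), DMSO and YPPP cells, the 3 groups of Supplementary Figures 8A-D, called 8016 and 8563 genes for CD11c+I-A/I-E high cells on day 3 and day 6 and 9331 and 10021 for CD11c+I-A/I-E int cells. In each of the 4, most called genes differed from Lin(-) cells in one direction under both treatments, with 1972, 1887, 1332 and 1261 genes above Lin(-) in both and 4561, 5193, 6417 and 6750 below. The day 3 count of CD11c+I-A/I-E int cells (715) was 176 without DMSO replicate 2 and 271 without YPPP replicate 1. The day 6 count (1762) was 987 without DMSO replicate 1 and 1058 without DMSO replicate 2. With only the libraries of the groups compared they were 36 and 527. On day 6, 35.0% of the called genes rose, against 49.5% with quantile normalization and 48.2% with median ratio scaling.

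**Figure D3:**
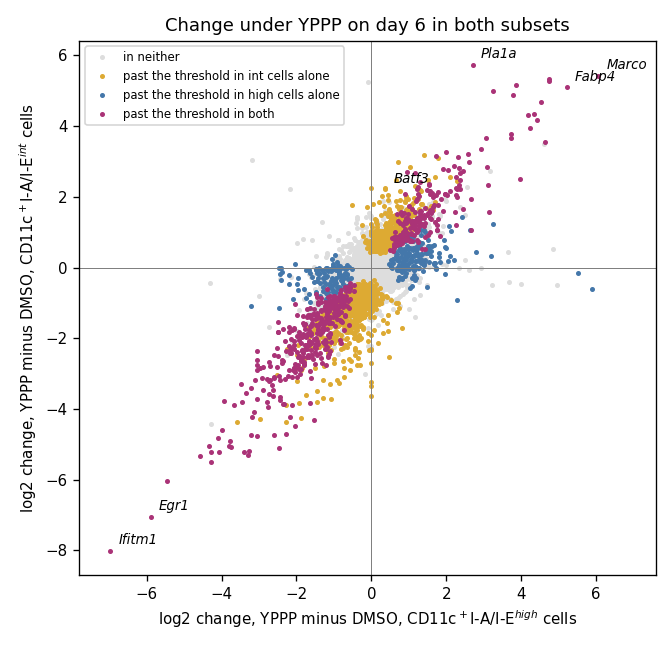
Log2 fold change (YPPP against DMSO, log2(TPM + 1) scale) of each tested gene on day 6 in CD11c+I-A/I-E high cells and CD11c+I-A/I-E int cells, colored by whether it passed in neither, in CD11c+I-A/I-E int cells alone, in CD11c+I-A/I-E high cells alone or in both. Pla1a, Marco, Fabp4 and Batf3 are marked among genes that rose in CD11c+I-A/I-E int cells, and Egr1 and Ifitm1 among those that fell in both.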

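The deposited files hold both FPKM and TPM, and for the genes of Supplementary Figure 8E the TPM are about 2 times as high. In Lin(-) cells, Irf8 measured 849.9 ± 102 TPM (SD, n = 2), and its FPKM was 365 in the 1 library with a file of its own. With DMSO on day 3, Irf8 measured 177 ± 29 FPKM in CD11c+I-A/I-E high cells and 46.8 ± 7.72 in CD11c+I-A/I-E int cells (SD, n = 2 each). Fabp4 in CD11c+I-A/I-E high cells on day 6 measured 19.1 ± 4.18 FPKM with DMSO and 749.5 ± 283 with YPPP, and Pparg 4.56 ± 0.908 and 15 ± 1.93. Fabp5 measured 627 ± 266 and 1508 ± 222 FPKM in the same cells.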

(E) FPKM values obtained by RNA-Seq analysis for indicated genes in relation to the differentiation and the function of conventional DC. Cells were harvested and RNA extracted at 0, 3 and 6 days after polarization. CD11c⁺I-A/I-E^{high} cells and CD11c⁺I-A/I-E^{int} cells were derived from BM cells culturing with GM-CSF and small molecules (DMSO or YPPP) for 3 or 6 days. These cells were isolated by fluorescence-activated cell sorter. Clustered heatmap of differentially expressed (DE) genes at day 3 or 6. Color scale is based on normalized read counts.

How the deposited data were processed for this re-analysis (not part of the article)

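RNA was sequenced from 18 samples of mouse bone marrow: Lin(-) cells of day 0, and CD11c+I-A/I-E high and CD11c+I-A/I-E int cells sorted on day 3 or day 6 from cultures with GM-CSF and DMSO or YPPP, with 2 libraries for each of 9 conditions. The first replicate of some conditions carries no number in the labels and was taken as replicate 1. The authors aligned the reads to mm10 with HISAT2 (2.1.0) and estimated expression with StringTie (1.3.4d) at default settings, after bcl2fastq; the labels also list hg38. The deposited table of the series holds TPM, and the file of each library holds TPM, FPKM and coverage, for 17 of the 18 libraries here. TPM summed to 998151 to 999187 per library, and the 10 most abundant genes took 5.93% to 16.0% of it. No file holds read counts, so the depth of a library is known only relative to the others, from the ratio of coverage to FPKM, and no counting intervals were computed.

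Of 23420 genes, the 13065 with at least 1 TPM in at least 2 of the 18 libraries were tested on log2(TPM + 1) with limma (3.58.1, in R 4.3.3), with a mean per condition, 9 residual degrees of freedom, an intensity trend and Benjamini-Hochberg adjustment over all genes tested, at a threshold of 0.05. The comparisons were YPPP against DMSO in each subset on each day, the same pooled over subsets and days in the 16 cultured libraries (8 DMSO and 8 YPPP), the differences of the YPPP effect between subsets and between days, CD11c+I-A/I-E high against CD11c+I-A/I-E int cells with DMSO, and an F test among Lin(-), DMSO and YPPP. Python (3.11.15), numpy (2.4.6), pandas (2.3.3) and matplotlib (3.10.9) were used for tables and figures. The position of a gene is that in the files of the libraries; 12263 of the 13065 tested genes were matched by name to the mm10 annotation at hand and 12226 overlapped it in place.

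Gene lists for pathways, cell types and the genes the paper names, 35 in all, were written from general knowledge. Each was tested with camera at a preset correlation of 0.01 and adjusted over the 35 lists, and members that passed were counted after adjustment over all genes and over the list alone. Of the 35 lists, camera called 16, 14, 16 and 16 in CD11c+I-A/I-E high cells on day 3 and day 6 and CD11c+I-A/I-E int cells on day 3 and day 6, against 0, 1, 0 and 1 with an estimated correlation. On day 6 that 1 list was the genes the paper names (adjusted p = 0.0258 and 0.0255). The paper marked several of them as higher from these same data, so this call is not separate evidence. Fry, which tests for a move in one direction against no change, called 2, 4, 3 and 12 lists in the same order. The genes the paper names are among those in every comparison. So are interferon-stimulated genes (fry, adjusted p = 0.0025, 0.00095, 0.00493 and 0.000649). ERK pathway targets passed fry in all but the first (adjusted p = 0.12, 0.00298, 0.00493 and 0.000649). Genes that rose were tested for enrichment in 5 of the lists with a one-sided Fisher's exact test. The share of variance along YPPP was computed over the 1000 genes most variable among the CD11c+I-A/I-E high libraries, with all arrangements of the labels within days.

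The genes named in the text are part of those that a rule gives, and the rule does not fix which part. For each comparison of YPPP against DMSO it gives every gene the paper names. It adds the 10 highest and 10 lowest log2 fold changes among called genes. These need a mean of at least 5 TPM in a group and no overlap between the DMSO and YPPP libraries. From each gene list it adds up to 4 called members with the largest change and the most abundant member that did not pass. For other results it gives up to 5 genes each way. The condition on overlap was applied within each subset and day for the pooled result and was not applied to differences between effects. Genes outside the rule were chosen after their values were seen: the other members of the Malaria list and the genes that switched between subsets. The samples, main tests, gene lists, rule and alternatives listed below were set before the data were examined, and the alternatives and tests of explanations added later are named where they are given.

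The alternatives were a pseudocount of 0.1 or 5, no filter, a filter of 5 TPM, quantile normalization, median ratio scaling, FPKM in place of TPM, the 16 cultured libraries alone, only the libraries of the groups compared, replicate number as a block, limma without the trend or with robust estimation, other thresholds, other set tests, and leaving out each library in turn. When 1 library of a condition is left out, the remaining one is assumed to vary like the other conditions. The labels and the paper's text do not say what a replicate number marks. The replicate differences of DMSO and YPPP libraries correlated across genes at 0.275 and 0.281 in CD11c+I-A/I-E high cells on day 3 and day 6 and 0.574 and 0.338 in CD11c+I-A/I-E int cells, so libraries of one number deviated together in each comparison, a hint from the data and not from the design. Over all 36 pairs of conditions the range was -0.126 to 0.574, with 17 above 0.1, and the number stayed an alternative. The test was also tried on simulated data with changes added to 67 genes at a log2 change of 1, 67 at 2 and 66 at 3. It found 43.3% to 53.7% of the first and 89.6% to 94.0% of the second in the 4 comparisons of YPPP against DMSO. Of 160 to 168 calls, 4 to 11 were false. The changed genes had a mean of at least 5 TPM, and the noise was drawn separately for each library. Genes with lower values and deviations shared between libraries were thus not covered. The ChIP Enrichment Analysis of the paper was left out because its gene set library was not at hand.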

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

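All tests of the explanations below were chosen after the results were seen, except the tests of scaling for the interferon-stimulated genes and of other label arrangements for the pooled comparison.

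A set of 13 genes was below 1 TPM in all 8 libraries of one subset and at least 20 TPM in all 8 of the other. For example, Gm15772 had a median of 0 TPM in CD11c+I-A/I-E high and 2200 in CD11c+I-A/I-E int libraries, while Rpl26, which it overlaps on the same strand, had 405 and 2.68. A difference between the sorted cells alone was argued against by overlap: 10 of the 13 overlap another gene on the same strand, against 6.13% of all tested genes (one-sided Fisher's exact p = 1.72e-10), and in 9 of the 10 an overlapping gene was at least 2 times lower where the switched gene was high. In 100% of the 13, both Lin(-) libraries lay on the side of the CD11c+I-A/I-E high libraries, which is consistent with a difference in processing or library batch between the CD11c+I-A/I-E int libraries and the others. No label names a batch, and YPPP and DMSO were compared within each subset. For Ccr7, which also differed much between subsets, the Lin(-) libraries lay with the CD11c+I-A/I-E int libraries. Lin(-) cells are other cells, taken before culture, so their level cannot tell whether a difference in processing contributed to that of Ccr7. With DMSO on day 3, Ccr7 had a mean of 21.9 TPM in Lin(-), 2014 in CD11c+I-A/I-E high and 11.6 in CD11c+I-A/I-E int libraries. Of 38 mature DC genes, 37 were higher in CD11c+I-A/I-E high cells, but the side on which Lin(-) lies was not examined for the list.

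Interferon-stimulated genes, which the paper does not discuss, were lower under YPPP, with median log2 changes of -1.16 and -1.21 in CD11c+I-A/I-E high cells on day 3 and day 6 and -0.915 and -1.06 in CD11c+I-A/I-E int cells. Scaling between libraries was argued against, since with median ratio scaling the highest of the 4 medians was -0.935. Fewer monocytes in the gate were argued against on day 3 by the medians of monocyte genes outside the list, of which the lower was 0.523. Members went both ways there: of 26 monocyte genes, 1 rose and 3 fell in CD11c+I-A/I-E high cells, and 2 rose and 4 fell in CD11c+I-A/I-E int cells. The set did not pass on day 3 (camera, adjusted p = 0.885 and 0.233). Fewer monocytes stay open on day 6, where the higher of such medians was -0.764. The paper's methods remove CD11b- and Gr-1-positive cells before culture, which would not take out monocytes formed later. Fewer plasmacytoid DCs stay open, although the paper's methods remove B220- and CD11c-positive cells before culture and sort CD11c+ cells by I-A/I-E, which would take out most of those present at the start. The medians of their genes outside the list were -0.0738 to 0.0181, but members went both ways, and the smallest distance of these medians from those of the interferon-stimulated genes, less the interquartile range, was -0.308. The plasmacytoid DC list as a whole was called lower in CD11c+I-A/I-E high cells on day 3, where 4 fell and 1 rose (camera, adjusted p = 0.0168). That call ended with an estimated correlation (adjusted p = 0.582) or median ratio scaling (0.0652). In CD11c+I-A/I-E int cells on day 6, 6 fell and 3 rose. A lower interferon response of the cells under YPPP may account for the pattern and was not tested in any other way, so it and fewer plasmacytoid DCs cannot be told apart here.

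Ear genes, ribonucleases that the paper does not discuss, were higher under YPPP over all subsets and days, with pooled log2 fold changes of 5.09 for Ear3, 5.04 for Ear2 and 4.75 for Ear10. Reads moving between these close paralogs were argued against, since within each subset and day the summed TPM of all Ear genes in the lower YPPP library was at least 5.35 times that of the higher DMSO library. Eosinophils in the gate could bring these transcripts. Those rich in transcripts of the granule genes Prg2 and Epx were argued against in CD11c+I-A/I-E high cells on both days and in CD11c+I-A/I-E int cells on day 6. The highest log2 change of Prg2 and Epx in these comparisons was -0.105. The list of 12 eosinophil genes was called higher on day 3 in CD11c+I-A/I-E high cells (3 rose) and CD11c+I-A/I-E int cells (3 rose and 1 fell), with camera adjusted p = 0.0168 and 0.0103. Neither call passed with an estimated correlation (adjusted p = 0.582 and 0.637), and the list did not pass on day 6 (0.276 and 0.101). In CD11c+I-A/I-E int cells on day 3, Prg2 had a log2 change of 1.97 and Epx of 0.628. Eosinophils with Prg2 in the proportion of the Lin(-) libraries were argued against there as the source of most of the Ear transcripts. Prg2 was at most 0.0151 of the summed Ear TPM in the YPPP libraries. The same ratio was 0.143 and 0.187 in the DMSO libraries and 2.12 and 4.19 in the Lin(-) libraries. One Lin(-) library had an Ear sum (2960 TPM, with Prg2 at 6290) like that of a YPPP library (3108 and 47). A small share of eosinophils stays open there. Eosinophils with few Prg2 and Epx transcripts stay open in all comparisons, since no library of eosinophils alone was at hand. What drives the Ear genes in the cells was not tested.

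Pooled over subsets and days, 3260 genes changed under YPPP (1491 higher and 1769 lower). Chance was argued against, since 1 of 100 arrangements of the labels within subset and day, the real one, called as many. The highest other called 9. The arrangements treat the libraries as independent, which neither the labels nor the paper's text states. Among genes that the paper does not discuss, the pooled log2 fold change of Marco was 4.44. The genes Ifitm1, Egr1, Il1r2, Asb2 and Ltb had pooled log2 fold changes of -6.21, -5.23, -4.85, -4.61 and -4.41. The rule for naming these genes required a change in one direction in all 4 comparisons.

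The paper discusses PPARγ and ERK and does not report the following gene groups as lists. In the order CD11c+I-A/I-E high cells on day 3 and day 6 and CD11c+I-A/I-E int cells on day 3 and day 6, the median log2 changes were 0.826, 1.04, 1.42 and 1.17 for the alveolar macrophage PPARγ program. They were -0.410, -0.718, -0.772 and -0.814 for ERK pathway targets. Conventional DC identity genes had medians of -0.251, -0.313, -0.301 and -0.433, and lysosome genes of 0.377, 0.0585, 0.400 and 0.194.

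The effect of YPPP was tested for differences between subsets and between days. It differed between CD11c+I-A/I-E high and CD11c+I-A/I-E int cells for 35 genes on day 3 and 36 on day 6, and between day 6 and day 3 for 14 genes in CD11c+I-A/I-E high cells and 28 in CD11c+I-A/I-E int cells. With genes measured in both subsets, an alternative chosen after seeing the data, the subset counts were 1 on day 3 and 13 on day 6. With only the libraries of the groups compared, they were 1 and 6, and the day counts 2 and 4. Without single libraries these counts moved too. On day 3 the subset count was 14 and 11 without replicate 1 of DMSO or YPPP in the CD11c+I-A/I-E high libraries, and 9, 7, 7 and 17 without DMSO replicate 1, DMSO replicate 2, YPPP replicate 1 and YPPP replicate 2 in the CD11c+I-A/I-E int libraries. The day 6 subset count was 21, 14 and 15 without DMSO replicate 1, DMSO replicate 2 and YPPP replicate 2 in the CD11c+I-A/I-E high libraries, and 10, 75 and 23 without DMSO replicate 1, YPPP replicate 1 and YPPP replicate 2 in the CD11c+I-A/I-E int libraries. The day count for CD11c+I-A/I-E high libraries was 8, 64 and 24 without DMSO replicate 1, DMSO replicate 2 and YPPP replicate 1 of day 3, and 5, 7 and 5 without DMSO replicate 1, DMSO replicate 2 and YPPP replicate 2 of day 6. The day count for CD11c+I-A/I-E int libraries was 17, 2, 10 and 15 without the day 3 libraries (DMSO replicate 1, DMSO replicate 2, YPPP replicate 1 and YPPP replicate 2) and 14, 18 and 113 without DMSO replicate 1, DMSO replicate 2 and YPPP replicate 1 of day 6.

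Exoc3l4 had a log2 fold change lower in CD11c+I-A/I-E high than in CD11c+I-A/I-E int cells by a difference of -2.57 on day 3 (adjusted p = 0.00205) and -2.28 on day 6 (adjusted p = 0.00202). These did not pass with only the libraries of the groups compared (adjusted p = 0.155 and 0.0980). Its means fell from 20.7 to 3.11 TPM on day 3 and from 17.8 to 2.44 on day 6 in CD11c+I-A/I-E high cells. In CD11c+I-A/I-E int cells they were 1.5 and 1.84 TPM on day 3 and 1.09 and 0.85 on day 6. At such low values a fall of like size could not show there on this scale. Yap1 had a higher log2 fold change in CD11c+I-A/I-E high than in CD11c+I-A/I-E int cells on day 6, by 2.85 (adjusted p = 3.04e-05), and on day 6 than on day 3 in CD11c+I-A/I-E high cells, by 2.46 (adjusted p = 0.000111), neither of which passed with a pseudocount of 0.1 (adjusted p = 0.112 and 0.24), nor did the second with only the libraries of the groups compared (0.140). Snrpg had corresponding differences of 6.52 and 5.91 (adjusted p = 3.04e-05 and 0.000111), where it was listed at 0 TPM in Lin(-) and in all CD11c+I-A/I-E high libraries but those with YPPP of day 6, which had 80.7 and 43.0 TPM, and at group means of 248.5 to 385.2 TPM in the CD11c+I-A/I-E int libraries. This resembles the genes that switched between subsets, so the value is not read as an effect of YPPP.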

How the results depend on the processing

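Of the alternatives with all libraries, 162 values of counts stayed within 1.5 times of the reported count and 44 moved, as did 39 of 96 when 1 library was left out. Named genes kept their side of the threshold in 7723 values and lost or gained a call in 588 and 113. Without 1 library these were 2194, 661 and 13. A change of direction in a gene that passed in neither setting was not counted. The 7 alternatives for the share of variance were judged only by the exact permutation p. It cannot fall below 0.0556 in this design, so none of them could change the outcome. Without 1 library the share was 52.5% to 58.7%. No read depth is known, so what depth limits was not computed. The cause was not tested for any of the values that follow, unless fewer genes or libraries were in the test.

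Counts of genes whose YPPP effect differed are given as subset day 3, subset day 6, day in CD11c+I-A/I-E high cells and day in CD11c+I-A/I-E int cells. A pseudocount of 0.1 gave 6, 14 and 7 for the first 3, and a pseudocount of 5 gave 62 for subset day 6 and 25 for day in CD11c+I-A/I-E high cells. No filter gave 69 and 34 for the same pair, 5 TPM gave 15 for subset day 3 and 7 for day in CD11c+I-A/I-E high cells, and quantile normalization 21 for subset day 3 and 43 for day in CD11c+I-A/I-E int cells. Median ratio scaling gave 48 for day in CD11c+I-A/I-E int cells, FPKM 60 for subset day 6, the 16 cultured libraries 8 and 10 for the day counts, and replicate number as a block 28 and 74 for them. An unadjusted p gave 674, 835, 804 and 1006, and only the libraries of the groups compared 1, 6, 2 and 4. With genes measured in both subsets, an alternative chosen after seeing the data, the subset counts were 1 and 13. Without 1 library these 4 counts ranged over 7 to 51, 10 to 75, 5 to 64 and 2 to 113.

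Counts of genes changed by YPPP are given as CD11c+I-A/I-E high day 3, CD11c+I-A/I-E high day 6, CD11c+I-A/I-E int day 3 and CD11c+I-A/I-E int day 6. The block gave 894 for the first. An unadjusted p gave 2047, 2280, 2150 and 3443, only the libraries of the groups compared 319, 179, 36 and 527, and the F test with Lin(-) cells 8016, 8563, 9331 and 10021. An added minimum log2 fold change of 1 gave 1059 for CD11c+I-A/I-E int day 6, 691 for the pooled count, and 2742 and 2313 for CD11c+I-A/I-E high against CD11c+I-A/I-E int cells with DMSO on day 3 and day 6. Without 1 library the 4 counts ranged over 230 to 452, 371 to 515, 176 to 607 and 987 to 1781, the pooled count over 2845 to 3350, the counts of CD11c+I-A/I-E high against CD11c+I-A/I-E int cells over 2879 to 3485 and 2405 to 3703, and those of the F test over 6217 to 7681, 6790 to 8593, 7371 to 9000 and 8515 to 10150.

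Adjusted p-values of the PPAR signaling set with 5 TPM were 0.0215 and 0.00648 on day 3 in CD11c+I-A/I-E high and CD11c+I-A/I-E int cells. With an estimated correlation they were 0.758 and 0.570 on day 6. With fry, which tests for a move of a set in one direction against no change, they were 0.167 and 0.0818. For the TGF-β signaling set on day 3, an estimated correlation gave 0.660 and 0.766 in CD11c+I-A/I-E high and CD11c+I-A/I-E int cells, and fry 0.166 and 0.385. In CD11c+I-A/I-E int cells it had 0.0809 with no filter, 0.107 with 5 TPM, 0.0547 with quantile normalization and 0.0581 with only the libraries of the groups compared. Without 1 library, PPAR signaling ranged over 0.0101 to 0.326, 0.000465 to 0.00743, 0.00256 to 0.371 and 0.000243 to 0.0118, and TGF-β signaling over 0.00388 to 0.0318, 0.0151 to 0.385, 0.0423 to 0.0985 and 0.0910 to 0.740, in the order of the 4 counts. Enrichment changed in 5 of 40 values, all with an unadjusted p and a log2 fold change of at least 1: Malaria 0.0284, osteoclast differentiation 0.0416 and cholesterol metabolism 0.0191 on day 3 in CD11c+I-A/I-E int cells, and TGF-β signaling 0.0159 and Malaria 0.00289 on day 6. Other sets kept their side in 1708 values, lost it in 125 and gained it in 15 (466, 43 and 17 without 1 library). The direction reversed for neutrophil genes in CD11c+I-A/I-E int cells without DMSO day 3 replicate 2 (adjusted p = 0.0261) and for mature DC genes without YPPP day 3 replicate 2 (0.0458). Without 1 library these sets ranged over 0.000524 to 0.320 and 0.00118 to 0.848.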

Differences from the paper's values

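The paper gives no threshold for its counts of differentially expressed genes beyond a general p under 0.05 for its statistics, so the counts at an unadjusted p are also given. The paper's count for CD11c+I-A/I-E high cells on day 3 is 6030, and 594 genes passed here (2047 at an unadjusted p). Of the alternatives set before the data were examined, the F test among Lin(-), DMSO and YPPP (8016 genes) came within 1.5 times of it, and the others did not. The paper's count for CD11c+I-A/I-E int cells on day 3 is 5620, against 715 here (2150 at an unadjusted p, 9331 in the F test), and no alternative came within 1.5 times. For CD11c+I-A/I-E high cells on day 6 the paper's count is 5626, against 793 (2280 at an unadjusted p, 8563 in the F test), and for CD11c+I-A/I-E int cells on day 6 it is 5662, against 1762 (3443 at an unadjusted p, 10021 in the F test). No alternative came within 1.5 times for either.

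Supplementary Figure 8E gives its unit as FPKM. Of 54 bars read by eye, 54 lay within 1.5 times of the mean TPM here and 0 within 1.5 times of the mean FPKM. The ratio of the TPM mean to the bar ranged from 0.832 to 1.08, and the median ratio of the FPKM mean was 0.499.

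Fig. 6E marks Fabp5, Hebp1 and Fn1 as higher under YPPP in CD11c+I-A/I-E high cells on day 6. Here their log2 fold changes were 1.32 (adjusted p = 0.094), 1.71 (0.0916) and 2.35 (0.519), with no call. With replicate number as a block Fabp5 (0.00950) and Hebp1 (0.0373) passed, and at an unadjusted p both passed (0.00801 and 0.00767). Fabp4, Cav1, Cyp4a12a and Cyp4a12b, also marked there, rose in these cells here.

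Fig. 6D shows Malaria among the top terms in all 4 comparisons, osteoclast differentiation in both subsets on day 3, cholesterol metabolism in CD11c+I-A/I-E high cells on day 3 and TGF-β signaling in CD11c+I-A/I-E int cells on day 6, by unadjusted p. With the lists used here, the p before adjustment for Malaria was 0.0405 and 0.0194 in CD11c+I-A/I-E high cells on day 3 and day 6 and 0.611 and 0.555 in CD11c+I-A/I-E int cells. It was 0.28 and 0.187 for osteoclast differentiation on day 3 in CD11c+I-A/I-E high and CD11c+I-A/I-E int cells, 0.123 for cholesterol metabolism in CD11c+I-A/I-E high cells on day 3, and 0.0585 for TGF-β signaling in CD11c+I-A/I-E int cells on day 6. With genes called by an unadjusted p and a log2 fold change of at least 1, Malaria passed in CD11c+I-A/I-E int cells on both days (adjusted p = 0.0284 and 0.00289), osteoclast differentiation in CD11c+I-A/I-E int cells on day 3 (0.0416) and TGF-β signaling in CD11c+I-A/I-E int cells on day 6 (0.0159). PPAR signaling, a top term in the figure, passed the Fisher test in all 4 comparisons here. With camera this set did not pass on day 3 (adjusted p = 0.085 and 0.0603 in CD11c+I-A/I-E high and CD11c+I-A/I-E int cells), and with an estimated correlation in no comparison.

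In Supplementary Figures 8B and 8D, read by eye, the block of genes that holds Fabp4 is named as up-regulated by YPPP and is drawn higher in the columns named DMSO. Figs. 6E and 6F mark Fabp4 as higher with YPPP, and Fig. 6G shows more FABP4, FABP5 and PPARγ protein in YPPP-CD11c+ cells. Here Fabp4 was higher with YPPP in these cells, with log2 fold changes of 4.48 on day 3 and 5.10 on day 6.

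The paper reports no significant differences in Xcr1, Irf8 and Batf3. Batf3 rose here in CD11c+I-A/I-E int cells on day 6, with a log2 fold change of 2.21 (adjusted p = 0.00143), and the other 11 comparisons of these genes did not pass.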

Other observations

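Mvd, an enzyme of the mevalonate pathway, rose in CD11c+I-A/I-E high cells on day 3 (log2 fold change 1.06, adjusted p = 0.00106) and day 6 (log2 fold change 0.91, adjusted p = 0.00214; adjusted p = 0.076 with only the libraries of the groups compared) and in CD11c+I-A/I-E int cells on day 3 (log2 fold change 1.26, adjusted p = 0.000297) and day 6 (log2 fold change 1.26, adjusted p = 0.000132). Of 22 genes of cholesterol biosynthesis, 1, 2, 1 and 1 rose in CD11c+I-A/I-E high cells on day 3 and day 6 and CD11c+I-A/I-E int cells on day 3 and day 6 (3, 2, 1 and 1 when adjusted over the list alone, with 1 lower in CD11c+I-A/I-E high cells on day 6). As a set they moved higher on day 3 in CD11c+I-A/I-E high cells (camera, adjusted p = 8.42e-05) and CD11c+I-A/I-E int cells (adjusted p = 0.000820) and on day 6 in CD11c+I-A/I-E int cells (adjusted p = 0.000258), and none passed with an estimated correlation (adjusted p = 0.582, 0.637 and 0.595). The set did not pass on day 6 in CD11c+I-A/I-E high cells (adjusted p = 0.0756, and 0.0335 with replicate number as a block). Of 14 genes of MHC class II presentation, 1 rose and 3 fell on day 6 in CD11c+I-A/I-E int cells (1 and 6 when adjusted over the list alone). H2-Oa, a subunit of the peptide exchange inhibitor H2-O, fell there from 98.5 ± 6.72 to 6.05 ± 1.19 TPM (SD, n = 2 each) (log2 fold change -3.83, adjusted p = 1.29e-06), and H2-DMb2, a subunit of the peptide exchange factor H2-DM, fell from 775 ± 85.4 to 157 ± 31.1 TPM (log2 fold change -2.31, adjusted p = 0.000146). Of 26 genes of fatty acid oxidation, 7 rose and 1 fell on day 6 in CD11c+I-A/I-E int cells (9 and 2 when adjusted over the list alone; camera, adjusted p = 0.000119; adjusted p = 0.381 with an estimated correlation).

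Of 32 genes of inflammatory cytokines and chemokines, 3 rose and 8 fell in CD11c+I-A/I-E int cells on day 6 (4 and 8 when adjusted over the list alone), and the set did not pass (camera, adjusted p = 0.778). Ccl2, a monocyte chemoattractant, fell there from 133 ± 18.1 to 3.43 ± 4.17 TPM (log2 fold change -5.33, adjusted p = 0.00278), Trem1, an amplifier of inflammatory signals, fell from 22.7 ± 2.3 to 0.394 ± 0.00054 TPM (log2 fold change -4.09, adjusted p = 2.03e-05), and Ms4a6c fell from 57.2 ± 5.22 to 6.98 ± 0.832 TPM (log2 fold change -2.87, adjusted p = 0.000323). C1qc, a complement component of macrophages, fell from 524 ± 62.1 to 87.4 ± 40 TPM (log2 fold change -2.64, adjusted p = 0.0054). The progenitor marker Cd34 fell from 21.1 ± 0.151 to 2.71 ± 0.913 TPM (log2 fold change -2.60, adjusted p = 0.000102). Of 24 progenitor genes, 1 rose and 7 fell (the same numbers when adjusted over the list alone).

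Flow cytometry in the paper found CD11c, CCR7 and CD80 higher and CD11b lower on CD11c+I-A/I-E high cells with YPPP. The RNA of these genes in CD11c+I-A/I-E high cells did not pass on either day: the log2 fold changes on day 3 and day 6 were 0.04 and 0.54 for Itgax (CD11c; adjusted p = 1 and 0.463), -0.09 and -0.46 for Ccr7 (adjusted p = 1 and 0.811), 0.31 and 0.60 for Cd80 (adjusted p = 0.813 and 0.426), and -0.94 and -1.61 for Itgam (CD11b; adjusted p = 0.564 and 0.191). The paper also measured IL-12p40 protein after LPS or CpG. In the cells here, sorted without such stimulation according to the labels, Il12b rose in CD11c+I-A/I-E high cells on day 3 from 1.98 ± 0.159 to 8.47 ± 0.765 TPM (SD, n = 2 each) (log2 fold change 1.67, adjusted p = 0.00628), a call that ended with a pseudocount of 0.1 (adjusted p = 0.0918) or without YPPP replicate 2 (0.0529). On day 6 it measured 44.3 ± 12.3 and 79.5 ± 15 TPM (log2 fold change 0.85, adjusted p = 0.133; unadjusted p = 0.0139, and adjusted p = 0.0163 with a pseudocount of 5). Il6 fell on day 3 from 4.09 ± 0.141 to 0.838 ± 0.206 TPM (log2 fold change -1.47, adjusted p = 0.00154).

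With DMSO, 4809 genes differed between CD11c+I-A/I-E high and CD11c+I-A/I-E int cells on day 3 (3514 higher and 1295 lower in CD11c+I-A/I-E high cells) and 4116 on day 6 (3167 and 949). The 13 genes that switched between subsets, for which a difference in processing stays open, are among those counted on each day. Over all tested genes, the median log2 difference was 0.222 on day 3 and 0.217 on day 6. Ribosomal protein genes summed to 99848.8 to 145419 TPM in CD11c+I-A/I-E int, 38404.2 to 55868.2 in CD11c+I-A/I-E high and 60436 to 60846.6 in Lin(-) libraries. How far a difference in processing reaches beyond the 13 genes was not tested. The day 3 count was 2879 without DMSO-CD11c+I-A/I-E int replicate 1, and the day 6 count was 2653 without DMSO-CD11c+I-A/I-E high replicate 2 and 2405 without DMSO-CD11c+I-A/I-E int replicate 1. Of 38 mature DC genes, 37 were higher in CD11c+I-A/I-E high cells on day 3 and 36 on day 6. Ccr7 was among them, with a log2 difference of 7.44 on day 3 and 5.87 on day 6.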
